# GnRH—Gonadotropes Interactions Revealed by Pituitary Single-cell Transcriptomics in Zebrafish

**DOI:** 10.1210/endocr/bqae151

**Published:** 2024-11-06

**Authors:** Sakura Tanaka, Yang Yu, Berta Levavi-Sivan, Nilli Zmora, Yonathan Zohar

**Keywords:** GnRH, LH, reproduction, pituitary, transcriptomics, teleost

## Abstract

GnRH governs reproduction by regulating pituitary gonadotropins. Unlike most vertebrates, *gnrh*^−/−^ zebrafish are fertile. To elucidate the role of the hypophysiotropic-Gnrh3 and other mechanisms regulating pituitary gonadotropes, we profiled the gene expression of all individual pituitary cells of wild-type and *gnrh3*^−/−^ adult female zebrafish. The single-cell RNA sequencing showed that LH and FSH gonadotropes express the 2 gonadotropin beta subunits with a ratio of 140:1 (*lhb*:*fshb*) and 4:1 (*fshb*:*lhb*), respectively. Lh gonadotropes predominantly express genes encoding receptors for GnRH (*gnrhr2*), thyroid hormone, estrogen, and steroidogenic factor 1. No GnRH receptor transcript was enriched in FSH gonadotropes. Instead, cholecystokinin receptor-b and galanin receptor-1b transcripts were enriched in these cells. The loss of the *Gnrh3* gene in *gnrh3^−/−^* zebrafish resulted in downregulation of *fshb* in LH gonadotropes and upregulation of pituitary hormones like TSH, GH, prolactin, and proopiomelanocortin-a. Likewise, targeted chemogenetic ablation of Gnrh3 neurons led to a decrease in the number of *fshb*+, *lhb* + and *fshb*+/*lhb* + cells. Our studies suggest that Gnrh3 directly acts on LH gonadotropes through Gnrhr2, but the outcome of this interaction is still unknown. Gnrh3 also regulates *fshb* expression in both gonadotropes, most likely via a non-GnRH receptor route. Altogether, while LH secretion and synthesis are likely regulated in a GnRH-independent manner, Gnrh3 seems to play a role in the cellular organization of the pituitary. Moreover, the coexpression of *lhb* and *fshb* in both gonadotropes provides a possible explanation as to why *gnrh3^−/−^* zebrafish are fertile.

The pituitary is the master endocrine regulator in vertebrates, which controls various crucial physiological processes such as growth, metabolism, stress response, osmoregulation, and reproductive functions, including ovulation. This gland is under the control of neuropeptides produced by the hypothalamus in the brain and peripheral hormones like steroids, glucocorticoid, thyroid hormone, and others.

The reproductive hypothalamus-pituitary-gonadal axis in all vertebrates is governed by the hypothalamic GnRH receptor 1 (GnRH1), which stimulates the synthesis and secretion of the 2 gonadotropins FSH and LH in and from the pituitary gonadotropes. In general, FSH induces the initial stages of folliculogenesis while pulsatile LH plays a vital role in the later phase, including final oocyte maturation and ovulation (1-3). This delicate balance of circulatory gonadotropin milieu is regulated by gonadal sex-steroid feedback to modulate the various processes of reproduction. Generally in vertebrates, loss of the hypophysiotropic GnRH leads to infertility due to reduced/insufficient gonadotropin production and secretion and the required preovulatory GnRH-LH surge in females (4-6).

Zebrafish are believed to have lost Gnrh1 during the evolution of the ostariophysi/cypriniform lineage and possess 2 isoforms: the largely species-abundant Gnrh2 and the teleost-specific Gnrh3 (7). In zebrafish, Gnrh3 neurons populate the olfactory bulbs and telencephalon as seen in all teleost species but also the hypothalamic preoptic area, which heavily projects to the proximal par distalis of the pituitary (7, 8). Hence, Gnrh3 has been suggested to fulfill the role of Gnrh1 as a master regulator for LH synthesis and secretion. However, the loss of function of *Gnrh3* in zebrafish and both Gnrh isoforms in *gnrh3*^−/−^ and *gnrh2*^−/−^; *gnrh3*^−/−^ mutant lines does not affect reproductive physiology, including oocyte maturation, ovulation, spawning, and fertility (9, 10). Furthermore, targeted chemogenetic ablation of Gnrh3 neurons in adult females results in normal reproductive fertility with no effects on plasma LH levels (11). These findings indicate that gonadotropin synthesis and secretion is regulated by a GnRH-independent manner in zebrafish.

We therefore sought to determine if the female zebrafish pituitary possesses unique cellular and/or molecular features that enable gonadotropin synthesis/release in a GnRH-independent manner and to establish a functional role for Gnrh3 at the pituitary level in this species. To achieve that, we examined gene expression profiles of individual pituitary cells of sexually mature wild-type (WT) and *gnrh3*^−/−^ female zebrafish by single-cell RNA sequencing (scRNAseq) and successfully transcriptionally characterized the various known pituitary cell types in both genotypes.

We found that *gnrhr2* is uniquely expressed in LH gonadotropes but not in FSH gonadotropes, suggesting that Gnrh3 acts on LH gonadotropes through this receptor. In addition, genes encoding estrogen receptor type 2 were enriched in LH gonadotropes. FSH gonadotropes expressed 2 neuropeptide receptors: galanin receptor 1b (*gal1rb*) and cholecystokinin receptor b (*cckbr*). The expression of most receptors and transcription factors (TFs) encoding genes in LH gonadotropes were comparable between WT and *gnrh3*^−/−^, except for *fshb* expression that was downregulated in *gnrh3*^−/−^ LH gonadotropes. Similarly, targeted ablation of Gnrh3 neurons in adult females decreased the number of *fsh^+^* cells and *fsh^+^/lhb^+^* cells. Our findings suggest that while the exact effects of Gnrh3 through Gnrhr2 in LH gonadotropes are still unknown, Gnrh3 and its neurons seem to promote *fshb* expression in LH and FSH gonadotropes through an unknown pathway, thus contributing to the cellular organization of the pituitary. These findings support the idea that Gnrh3 is functionally different from Gnrh1.

## Material and Methods

### Animal Husbandry

All zebrafish were maintained in a 28 °C recirculating aquaculture system under a 14-hour light and 10-hour dark photoperiod. *gnrh3*^−/−^ zebrafish were obtained from a previous study (10, 11). Before tissue sampling, fish were deeply anesthetized in tricaine methanesulfonate (MS-222; #E10521, Sigma-Aldrich, St. Louis, MO, USA) and rapidly decapitated. All experimental protocols were approved by the Institutional Animal Care and Use Committee at the University of Maryland School of Medicine.

### Pituitary Cell Dissociation

A week before the dissection for pituitary dissociation, 3-month-old *gnrh3*^−/−^ and their sibling *gnrh3*^+/+^ WT mature female zebrafish were crossed with WT males, and the females with 90% fertilization rate (number of fertilized eggs/number of total released eggs per spawning × 100) and ≥ 200 fertilized eggs were selected as sexually mature animals and used for further experiments. Five pituitaries were dissected from each *gnrh3*^−/−^ (body weight = 580 ± 24 mg) and WT (body weight = 547 ± 20 mg) females at 8 00 hours, which was 1 hour before lights on. The dissected pituitaries were combined by genotype into separate 1.5 mL Eppendorf tubes filled with sterile PBS and left on ice until processing. Pituitary dissociation was performed by following previously described protocols (12, 13) with some modifications. Briefly, the samples were centrifuged at 2000 × rpm for 5 minutes at 4 °C, then PBS was removed followed by a treatment of dissociation solution [0.25% Trypsin (#15090-046, Gibco, Waltham, MA, USA); 1 mM EDTA; 0.2% collagenase (#C0130, Sigma-Aldrich) in PBS; filtered with a 0.22 µm membrane filter] at 28.5 °C for 40 minutes, with gentle pipetting every 10 minutes using a wide bore tip. After incubation, the treatment was stopped by adding 200 µL 6×Stop solution (6 mM CaCl_2_; 30% fetal bovine serum in PBS) and gently mixed it by pipetting, followed by centrifuging at 2000 × rpm for 5 minutes at 4 °C. The supernatant was carefully discarded, then 1 mL Accumax working solution [30% Accumax (#07921, STEMCELL Technologies, Vancouver, Canada) in PBS] was added, and the cells were gently resuspended. After incubation at room temperature for 5 minutes, the dissociated cells were filtered through 40 µm pore cell strainer (#H13680-0040, Flowmi Cell Strainers; Bel-Art, Wayne, NJ, USA). After centrifuging at 2000 × rpm for 5 minutes at 4 °C, the supernatant was removed, and the cell pellets were gently resuspended with 50 µL 0.1% BSA in PBS and kept on ice until processing. Cell viability was assessed by mixing the previous suspension with trypan blue dye and counting the number of live and dead cells using an automated cell counter (Bio-Rad, Hercules, CA, USA).

### Library Preparation and scRNAseq

Single-cell cDNA library preparation and sequencing were conducted at the Genomics Resource Center core facility, Institute for Genome Sciences, University of Maryland School of Medicine (Baltimore, MD). cDNA libraries were prepared using Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead Kit v3.1 (10×Genomics, Pleasanton, CA, USA) on the 10×Genomics Chromium Controller according to the manufacturer's manual for a target of 4000 cells per sample. After barcoded cDNAs were obtained, the libraries were sequenced with the Illumina NovaSeq6000 platform using a high-output flow cell to obtain 100-bp paired-end reads at a depth of 25 000 total reads per cell for each respective library.

### Alignment

The raw single-cell sequencing data were processed using the 10×Genomics Cell Ranger v6.0.2 software (10×Genomics) (14). The reads were aligned to the GRCz11/danRer11 (Ensembl release 106; GCA_000002035.4) zebrafish genome. Gene annotation was filtered using the “mkgtf” command to include only protein-coding genes (*− attribute = gene_biotype:protein_coding*). The standard protocol of the “count” function was used with default parameters for preliminary analyses, including quality control for reads, genome alignment using Spliced Transcripts Alignment to a Reference, barcode recovery, and quantification of gene expression to generate a gene-by-cell expression count matrix.

### Initial Data Processing

The following data processing and visualizations were performed using R v4.1.1 and v4.3.2 (15). Seurat v4 R package was utilized for downstream analyses (16). Cells with less than 500 and more than 50 000 Unique Molecular Identifiers, fewer than 500 detected genes per cell, and more than 10% mitochondrial genes per cell were excluded, as they generally represent poor-quality cells or empty droplets or doublets. This quality control resulted in 2194 cells and 25 432 genes for WT and 4794 cells and 25 432 gene for the *gnrh3*^−/−^ sample. The filtered single-cell data sets from different genotypes were normalized using default settings of the “NormalizedData” function. Highly variable genes were then identified by “FindVariableFeatures” to select the top 2000 variable genes in each sample. The data sets from WT and *gnrh3*^−/−^ were integrated using canonical correlation analysis to suppress variance between the libraries, and the integrated data was utilized for further analyses.

### Cell Type Identification

The top 2000 variable features were used as input for principal component analysis using the “RunPCA” function. Identification of cell types was performed using the top 20 principal components and a resolution of 0.4 using the Louvain algorithm with “FindNeighbors” and “FindClusters” functions. In order to identify genes enriched in individual cell types, a Wilcoxon rank-sum test was applied for each cluster against the remaining clusters using the “FindAllMarkers” function with the following parameters: only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.25. The cell type identity was assigned using manual annotation using known pituitary marker genes (12, 17, 18). The Zebrafish Information Network (https://zfin.org) was referenced for nomenclature for the zebrafish gene names. If the appropriate gene names were not available in the Zebrafish Information Network database, we used the Ensembl stable gene IDs from GRCz11 (Ensembl release 106) zebrafish genome assemble database. We projected the integrated data into low-dimensional uniform manifold space on the top 20 principal components and visualized each cell type. The similarity of the same cell types between the WT and *gnrh3*^−/−^ samples in the integrated data was evaluated using the calculation of Pearson correlation coefficient using average expressions of genes in each cell type.

### Differential Gene Expression and Pathway Enrichment Analysis

Identified differentially expressed genes (DEGs) were identified for a WT cell type against the same cell type in *gnrh3*^−/−^ by applying the Model-based Analysis of Single-cell Transcriptomics test (19) in LH and FSH gonadotropes through the “FindMarkers” function, and false discovery rate-adjusted *P*-values and fold-change values were acquired for all detected genes. All TF gene information in zebrafish was obtained from a TF database: AnimalTFDB (20). Gene set enrichment analysis was performed to estimate the enriched pathways in each cluster using iDEA R package (21) with default workflow and parameters. The Gene Ontology (22-25), MSigDB (24, 25), KEGG (26), and Reactome (27) databases were used for referencing pathway definitions.

### Ablation of Gnrh3 Neurons

Gnrh3 + cell-specific ablation was performed by a nitroreductase-mediated method on 5-month-old WT and *Tg(gnrh3:Gal4ff; UAS:nfsb-mCherry)* females, by exposure to metronidazole (Mtz) in water, following a previously described protocol (11). Briefly, 3 experimental groups of females were prepared: (1) Transgenic (Tg)-Mtz: *Tg(gnrh3:Gal4ff; UAS:nfsb-mCherry)* fish with 2 mM Mtz in vehicle (0.2% dimethyl sulfoxide in system water); (2) Tg-control (Cont): *Tg(gnrh3:Gal4ff; UAS:nfsb-mCherry)* fish with vehicle; and (3) WT-Mtz: WT siblings (no transgene expression) with 2 mM Mtz in vehicle. To obtain females with the same reproductive stage start point, the evening before the beginning of the treatment, females were set for spawning with WT males according to routine protocol for zebrafish spawning. Females that spawned were selected for the experiment that began the day of the spawning. The treatments were performed during the 10 hours night phase and replenished daily. On day 14 of the treatment, pituitaries were dissected and fixed in 4% paraformaldehyde overnight at 4 °C.

### Whole-mount In Situ Hybridization

*lhb* and *fshb* expressions in the pituitary were detected by whole mount in situ hybridization chain reaction. Probes and fluorescently conjugated amplifiers were purchased from Molecular Instruments (Pasadena, CA, USA). The manufacturer designed 2 40 bp/gene *lhb* and *fshb* probes based on published cDNA sequences, GenBank accession AY714132.1 and AY714131.1, respectively. *lhb* and *fshb* probes were designed to be detected with amplifiers conjugated to 488 and 546 nm fluorophores, respectively. The fixed intact pituitaries were washed with PBS, treated with 1 µg/mL proteinase K (Invitrogen), and post-fixed with 4% paraformaldehyde for 30 minutes followed by prehybridization at 37 °C for 2 hours in hybridization buffer. After probes were added to a final concentration of 2 pmol, the tissues were hybridized at 37 °C overnight. The signals were obtained using the hybridization chain reaction whole-mount kit (Molecular Instruments Inc.), following the manufacturer's protocol. After mounting, entire pituitaries were analyzed with a Leica SP8 confocal microscope (Leica Microsystems, Wetzlar, Germany) set to capture 45 × 2 µm z-stacks. A maximum intensity projection was then generated, and all *lhb^+^* and *fshb^+^* cells were manually counted using ImageJ software. To ensure accuracy, only *lhb^+^* and *fshb^+^* cells that corresponded exactly to those identified by Hoechst 33342 staining were included in the count (28).

## Results

### Lack of Gnrh3 Retains Cell Type Distribution in the Pituitary

To characterize the transcriptomic profiles of the sexually mature female pituitary and determine cell type heterogeneity between WT and *gnrh3*^−/−^, we performed scRNAseq (Fig. 1A). 

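The WT library and the *gnrh3*-/- library were each made from 5 pooled pituitaries of females aged 3 months, so there was 1 library per genotype. The authors deposited, without normalization, the count of unique molecular identifiers (UMIs) of each gene in every barcode, with a list of the cells they kept and the cell type of each. Over all barcodes, 25405369 UMIs were counted on genes in the WT library and 38809315 in the *gnrh3*-/- library, and 86.5% and 85.6% of these were in the cells that the authors kept. The level of a gene is the sum of its UMIs over the cells of a type in a library, per 10000 UMIs of all genes in those cells. Exact Poisson 95% intervals were computed for levels and exact Clopper-Pearson 95% intervals for shares of cells, and both cover counting error only. With a single library for each genotype, no difference between the genotypes has a replicate check, and no test was run on cells. Cells that doublet detection called as doublets were kept in all values unless stated otherwise. The mutated gene, *gnrh3* (ENSDARG00000056214), had 1 UMI in the WT cells and 1 UMI in the *gnrh3*-/- cells, and over all barcodes 2 and 1 UMIs, too few to tell the 2 genotypes apart.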

A total of 120 652 910 and 121 906 443 raw reads were obtained from which 95.3% in the WT sample and 97.1% in the *gnrh3*^−/−^ sample were mapped to the reference genome, respectively. The total number of 2194 cells in the WT sample and 4794 cells in the *gnrh3*^−/−^ sample passed quality control criteria, and 25 432 genes were detected in total.

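Applied to all barcodes, the stated limits on UMIs, genes and mitochondrial share left the same 2194 and 4794 cells that were deposited, and another 30 and 33 barcodes failed on the mitochondrial share alone. The median cell held 6961 UMIs in the WT library and 5368 in the *gnrh3*-/- library, with a range of 876 to 45449 and 839 to 42974, respectively. The median number of genes with a UMI per cell was 1723.5 and 1245.5. All 25432 genes of the gene list are counted in the total, of which 21285 had a UMI in a cell of either library. With a minimum of 1000 UMIs per cell, the alternative that moved the number of cells most, 2191 and 4785 cells remained. Scrublet called 7 WT cells (0.319%) and 163 *gnrh3*-/- cells (3.40%) as doublets, at score thresholds that it set for each library, 0.324 and 0.201. At 0.201 in both, it would call 25 WT cells (1.14%). Barcodes with 10 to 100 UMIs that were not among the cells hold RNA that floats free in the suspension, and these empty droplets numbered 76792 in the WT library and 71649 in the *gnrh3*-/- library, with a mean of 27.5 and 49.7 UMIs per droplet.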

**Figure 1.**
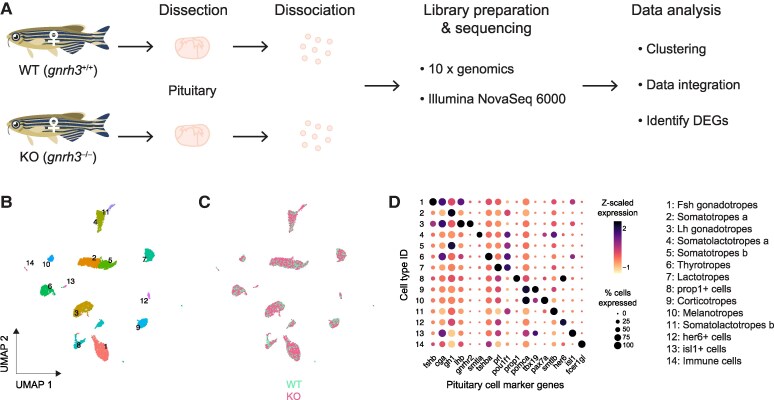
Identification of major pituitary cell types in wild-type and *gnrh3*^−/−^ sexually mature female zebrafish pituitary. (A) Schematic presentation of single-cell RNA sequencing workflow. (B) UMAP representation of molecularly defined distinct cell types in the pituitaries. (C) UMAP representation of pituitary cell types by genotype. (D) Dot plot classifying pituitary cell types by known marker gene expression. The color and size of the dots represent the z-scaled average gene expression level and the proportion of cells expressing the gene, respectively. Abbreviation: UMAP, uniform manifold.

We integrated the sequencing data from the WT and *gnrh3*^−/−^ samples and performed clustering, which identified 14 cell types (Fig. 1B and 1C). 

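In the deposited annotation, the smallest of the 14 types had 11 WT cells and 17 *gnrh3*-/- cells. The largest had 259 cells in the WT library (somatotropes alpha) and 794 cells in the *gnrh3*-/- library (FSH gonadotropes). In every type the median *gnrh3*-/- cell held fewer UMIs than the median WT cell, with a ratio between 0.499 and 0.737. The median LH gonadotrope held 15651.5 UMIs in the WT library and 8250 in the *gnrh3*-/- library, and the median FSH gonadotrope 14919 and 8509.5.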

In reference to the known pituitary cell marker genes (12, 18), 10 known hormone-secreting endocrine cell types were classified as lactotropes (*prl*+), somatolactotropes (*smtla* + and *smtlb*+), somatotropes (*gh*+), thyrotropes (*tshb* + and *cga*+), FSH gonadotropes (*fshb* + and *cga*+), LH gonadotropes (*lhb* + and *cga*), melanotropes (*pomca*+), and corticotropes (*pomca*+). 

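In both libraries each of these hormone genes had its highest level in a cell type that it marks. The level of *prl* in lactotropes was 2339 in the WT library and 2523 in the *gnrh3*-/- library. The level of *gh1* was 6223 and 6013 in somatotropes alpha, and 4209 and 4141 in somatotropes beta. For *tshba* in thyrotropes, the levels were 2094 and 1959. The level of *smtlb* was 5753 and 5343 in somatolactotropes beta and 282 and 224 in somatolactotropes alpha, and that of *smtla* in the latter was 81.3 and 56.0. The level of *pomca* was 4051 and 3829 in melanotropes and 2205 and 2298 in corticotropes. Thyrotropes had *cga* levels of 384 and 323, after both gonadotrope types.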

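Cells that the deposited annotation names *isl1*+ had *isl1* levels of 6.50 in the WT library and 6.68 in the *gnrh3*-/- library, against 1.52 and 0.807 in thyrotropes, the next type. The *her6* level of the *her6*+ cells was 5.27 and 9.76. No UMI of *plvapa* was found in the 37 WT and 64 *gnrh3*-/- *her6*+ cells, which allows a share of up to 8.11% and 4.69% of cells with a UMI. The *fcer1gl* level was 18.4 and 11.5 in the type that the annotation calls undetermined, and at most 0.00966 in any other type.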

Two potential progenitor clusters, *isl1* + cells (*isl1* + and *cga*+) and *prop1* + cells (*prop1* + and *her6*+), as well as endothelial cells (*plvapa* + and *her6*+) and potential immune cells (*fcer1gl*+) were identified [Fig. 1D; Supplementary Table S1 (29)]. Interestingly, LH and FSH gonadotropes also expressed lower levels of the other gonadotropin beta subunit (Fig 1D and Table 1), and LH gonadotropes also contained minute levels of hormone genes like *pomca*, *prl*, and *gh1* (Fig 1D). 

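Free RNA gives UMIs of abundant hormone genes to droplets of all types. After every cell was thinned to 2000 UMIs, *gh1* had a UMI in 40.4% of WT LH gonadotropes (2 cells with fewer UMIs left out) and in 69.7% of WT *her6*+ cells (4 left out), a type that should lack it. The shares were 76.7% (6 left out) and 88.0% (14 left out) in the *gnrh3*-/- library. Without thinning, 95.7% and 99.5% of LH gonadotropes had a *gh1* UMI, as did 89.2% and 95.3% of *her6*+ cells, whose median cell held 4774 UMIs in the WT library and 3520 in the *gnrh3*-/- library. For *prl* the thinned shares were 8.26% of LH gonadotropes and 12.1% of *her6*+ cells in the WT library, and 33.0% and 48.0% in the *gnrh3*-/- library. For *pomca* they were 15.7% and 30.3% in the WT library, and 45.7% and 68.0% in the *gnrh3*-/- library. Thinning takes a larger part of the free RNA from LH gonadotropes, which were deeper, so lower thinned shares there do not show less free RNA per droplet.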

The identified classical cell types were aligned with those previously reported for the adult male zebrafish pituitary (12).

**Table 1.** Single-cell RNA sequencing *lhb* and *fshb* transcript levels in LH and FSH gonadotropes

Differential gene expression of *lhb* and *fshb* in LH and FSH populations		
Gene	FSH gonadotropes	LH gonadotropes
*fshβ*	197.41588	5.04349
*lhβ*	53.49077	691.83146

Percent of LH and FSH cells expressing each *lhb* and *fshb*		
Gene	% Cells expressing each gene	ID
*lhβ*	80.87805	FSH gonadotropes
*fshβ*	97.85366	FSH gonadotropes
*lhβ*	100	LH gonadotropes
*fshβ*	52.33533	LH gonadotropes

### Gene Expression Profile in Zebrafish Gonadotropes

#### Receptors

In order to identify specific regulators of gonadotropins, the present study focused on highly enriched genes encoding receptors in LH and FSH gonadotropes, compared to all other cell types (Fig. 2A). Ten receptor encoding genes were highly expressed in LH gonadotropes: dopamine receptor D2a (*drd2a*), dopamine receptor D4 related sequence (*drd4-rs*), estrogen-related receptor alpha (*esrra*), estrogen receptor 1 (*esr1*), nuclear receptor subfamily 5 group A 1b (*nr5a1b,* also known as *sf-1*), progesterone receptor (*pgr*), gonadotropin-releasing hormone receptor 2 (*gnrhr2*), activin A receptor like type 1 (*acvrl1*), and thyroid hormone receptor beta (*thrb*). 

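The paper's text names 9 of these genes, and LH gonadotropes had the highest level of the 14 types in both libraries for 5 of them. These were *esrra* (level 0.407 in the WT library and 0.351 in the *gnrh3*-/- library), *esr1* (2.23 and 2.45), *nr5a1b* (3.29 and 2.71), *pgr* (0.286 and 0.310) and *gnrhr2* (2.57 and 2.24). For *thrb* the level was 0.607 and 0.701, and somatotropes beta were higher in the WT library (0.652). For *acvrl1* it was 0.342 and 0.224, and the undetermined type was higher in the *gnrh3*-/- library, with 5 UMIs. The *drd2a* level of LH gonadotropes was 0.394 and 0.545, against 0.758 and 0.505 in melanotropes. The *drd4-rs* level was 2.63 and 1.92, below that of corticotropes (5.27 and 6.02). Among receptor genes with more than 1 UMI, the level that moved most under an alternative was *drd2a* in *gnrh3*-/- FSH gonadotropes, from 0.0276 to 0.0539 as a mean of per-cell values.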

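In LH gonadotropes, *esr2b* (estrogen receptor 2b) had 229 UMIs in the WT library, a level of 0.602, and 320 UMIs in the *gnrh3*-/- library, a level of 0.608. The level was higher in *her6*+ cells of both libraries (0.856 and 0.866, from 19 and 29 UMIs). In the *gnrh3*-/- library it was also higher in somatolactotropes alpha (0.738) and somatotropes beta (0.722).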

Estrogen receptor type 2b (*esr2b*) has also been detected in LH gonadotropes, but its expression level was lower than the top 10 receptors. Six genes were significantly enriched in FSH gonadotropes: *drd-4*, *esr1*, steroidogenic factor 1 (*nr5a1b*), activin A receptor type 2Aa (*acvr2aa*), galanin receptor 1b (*galr1b*), and predicted cholecystokinin receptor like (*Cckrb*, *ENSDARG00000076824*). 

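FSH gonadotropes had the highest level of the 14 types in both libraries for *acvr2aa* (0.715 in the WT library and 0.641 in the *gnrh3*-/- library), *galr1b* (0.346 and 0.214) and the predicted cholecystokinin receptor, listed as *CCKBR* (0.461 and 0.474). In the *gnrh3*-/- library the *acvr2aa* level of lactotropes was 0.624, from 90 UMIs. The levels of *esr1* (1.68 and 1.47) and *nr5a1b* (1.30 and 0.763) were below those of LH gonadotropes. The gene list holds *drd4-rs*, *drd4a* and *drd4b*. In FSH gonadotropes the *drd4-rs* level was 1.53 and 1.43, and *drd4a* had 0 UMIs in the WT library, which allows a level of up to 0.00838, and 1 UMI in the *gnrh3*-/- library.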

Among the 4 paralogous genes encoding GnRH receptors in zebrafish (*gnrhr1*, *gnrhr2*, *gnrhr3*, and *gnrhr4*) (30), only *gnrhr2* was identified in our pituitary dataset, and it was uniquely expressed in LH gonadotropes.

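In LH gonadotropes, *gnrhr2* had 978 UMIs in 86.6% of WT cells and 1177 UMIs in 73.0% of *gnrh3*-/- cells, and after thinning to 2000 UMIs per cell the shares were 37.0% and 35.8%. In FSH gonadotropes it had 22 UMIs in 1.30% of WT cells (3 cells) and 30 UMIs in 2.14% of *gnrh3*-/- cells (17 cells). In cells that are not gonadotropes, which should lack it, the shares were 0.231% of 1731 WT cells with a median of 5940 UMIs and 0.412% of 3397 *gnrh3*-/- cells with a median of 4164 UMIs. After thinning, the shares in FSH gonadotropes were 0.870% and 0.777%, and in cells that are not gonadotropes 0.0593% and 0.195%. In both libraries all *gnrhr2* UMIs of FSH gonadotropes were in cells that also had an *lhb* UMI. Over all cells *gnrhr2* had 1006 and 1224 UMIs, *gnrhr4* had 2 and 1 UMIs, and *gnrhr1* had 1 UMI in each library. Over all barcodes of the *gnrh3*-/- library *gnrhr1* had 2 UMIs, which was the largest relative change under the alternatives. No UMI of *gnrhr1* or *gnrhr4* was in an LH gonadotrope, which allows a level of up to 0.00788 in the WT library and 0.00570 in the *gnrh3*-/- library. The symbol *gnrhr3* is not in the gene list.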

**Figure 2.**
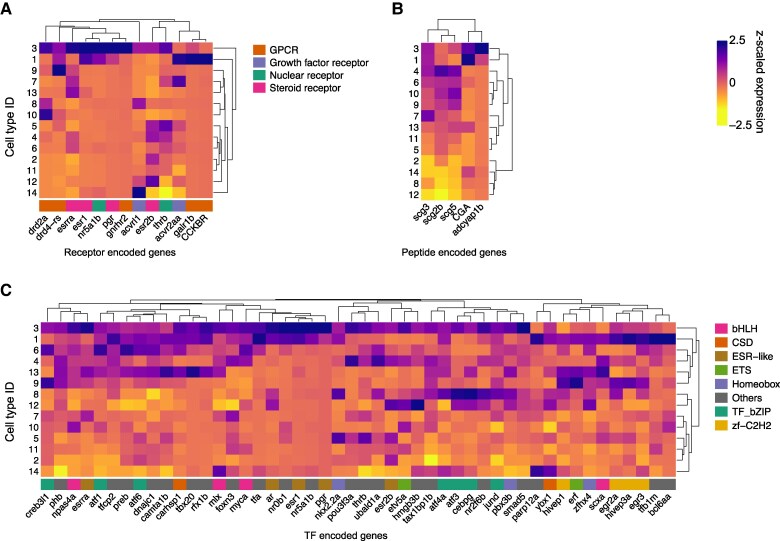
Molecular factors potentially regulating LH and FSH secretion in zebrafish females. Heatmaps of z-scaled expression centered at 0 for individual comparisons between cell types for genes encoding (A) receptors, (B) peptides, and (C) transcription factors.

#### Endocrine regulators

In an effort to detect potential autocrine or paracrine regulators for LH or FSH gonadotropes, we examined the expression profile of peptide encoding genes in these cell types (Fig. 2B). Remarkably, both *lhb* and *fshb* were expressed in both gonadotrope types. 

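Over both libraries together, as in Table 1, LH gonadotropes had levels of 742 for *lhb* and 8.00 for *fshb*, a ratio of 92.7, and 52.3% of them had an *fshb* UMI. FSH gonadotropes had levels of 219 for *fshb* and 65.9 for *lhb*, a ratio of 3.32, and 80.9% of them had an *lhb* UMI. The alternative that moved the ratio of LH gonadotropes most was the mean of per-cell values, which gave 692 and 5.04, a ratio of 137, and in FSH gonadotropes a ratio of 3.69. The ratio also differed between the libraries, at 74.9 in WT and 123 in *gnrh3*-/- LH gonadotropes (89.0 and 195 from per-cell values), and 2.97 and 3.57 in FSH gonadotropes. By library, an *lhb* UMI was found in 84.0% of WT FSH gonadotropes (95% interval 78.6% to 88.5%) and in 80.0% of *gnrh3*-/- FSH gonadotropes (77.0% to 82.7%). In cells that are not gonadotropes, the shares with an *lhb* UMI were 30.2% and 39.9%. After thinning to 2000 UMIs per cell, the FSH gonadotrope shares were 65.7% (1 cell left out) and 62.3% (22 left out), against 10.8% and 21.1% in cells that are not gonadotropes. The *lhb* level of FSH gonadotropes was 43.2 times that of cells that are not gonadotropes in the WT library and 20.8 times in the *gnrh3*-/- library. At least 25% of the median *lhb* level of LH gonadotropes was reached by 8.23% and 12.0% of FSH gonadotropes.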

Fifty-two percent of LH gonadotropes coexpressed *fshb* with a ratio of 1/138 *fshb/lhb*, and 81% of FSH gonadotropes expressed *lhb*, albeit 3.7 times lower than that of *fshb* (Table 1). Furthermore, predicted glycoprotein hormones alpha chain-like (*CGA*, ENSDARG00000103345) and adenylate cyclase activating polypeptide 1b (*adcyap1b*), secretogranin III (*scg3*), and secretogranin V (*scg5*) were enriched in both LH and FSH gonadotropes.

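The *CGA* gene had its highest levels in FSH gonadotropes (449 in the WT library and 308 in the *gnrh3*-/- library) and its next highest in LH gonadotropes (183 and 91.1). For *adcyap1b* the order was LH gonadotropes (5.81 and 3.10), then FSH gonadotropes (0.793 and 0.329), and no other type was above 0.159. The *scg3* level was 142 and 100.2 in LH gonadotropes and 131 and 104 in FSH gonadotropes, below that of lactotropes in both libraries (220.3 and 198). The *scg5* level was 7.46 and 4.67 in LH gonadotropes and 2.51 and 1.50 in FSH gonadotropes. Somatolactotropes alpha (29.5 and 19.4), melanotropes (25.6 and 16.7) and corticotropes (16.7 and 9.28) had higher *scg5* levels.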

#### Transcription factors

In our quest to reveal potential regulatory pathways within LH and FSH gonadotropes, we profiled the gene expression of TFs in those cell types (Fig. 2C). A set of 48 TFs demonstrated significant enrichment in both LH and FSH gonadotropes, including members from subclasses such as 3 basic helix-loop-helix (bHLH), cold shock protein, estrogen receptor (ESR)-like, ETS, homeobox, zebrafish bZIP, zebrafish C2H2, and others. Half of the identified enriched TFs were common to both LH and FSH gonadotropes, while 10% were unique to LH and 40% exclusive to FSH gonadotropes.

### Identification of Functional Differences Between the Gonadotropes of WT and Gnrh3^−/−^

To identify a possible disparate modulation of gonadotropes in the absence of Gnrh3, we compared the gene expression between WT and *gnrh3*^−/−^ gonadotropes and DEGs that exhibited a ≥ 1.5-fold change and passed a false discovery rate-corrected *P*-value < .05 [Supplementary Table S2 (31)]. An average of the gene expression levels within individual clusters undertaken through Pearson correlation coefficient analysis showed similar patterns of gene expression within identical cell types between WT and *gnrh3*^−/−^, featuring Pearson's R values between 0.96 and 0.99 (Fig. 3A).

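For each type, the log-normalized values of each gene were averaged over the cells of a library, and Pearson's r was computed across all 25432 genes, which are not independent replicates. FSH gonadotropes had the highest r, 0.995, and LH gonadotropes had 0.994. The lowest values were 0.978 for *her6*+ cells, 0.959 for *isl1*+ cells (19 WT and 39 *gnrh3*-/- cells) and 0.945 for the undetermined type. Each of the 14 types was more correlated with itself in the other library than with any other type. Taking the log of the mean instead of the mean of the logs moved the lowest r most, to 0.908, and over the 2000 most variable genes it was 0.961.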

**Figure 3.**
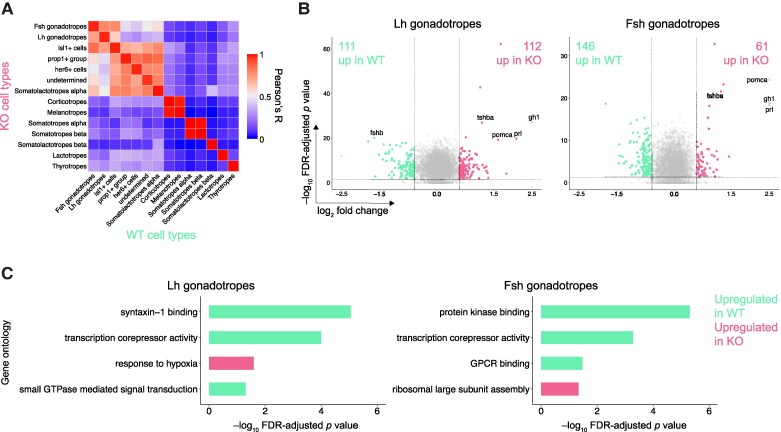
Major differences between WT and *gnrh3^−/−^* pituitaries. (A) Heatmap illustrating Pearson's correlations in gene expression between the WT and *gnrh3^−/−^* cell types. (B) Volcano plots representing differentially expressed genes, DEGs, defined by *P* < .05 and fold change > 1.5 in the *gnrh3^−/−^* LH gonadotropes (left) and FSH gonadotropes (right) vs those of the WT pituitary sample. (C) Bar plots representing significant enrichment of DEGs in specific Gene Ontology categories. ***P < .001. Abbreviations: DEG, identified differentially expressed gene; WT, wild-type.

We next focused on DEGs within LH and FSH gonadotropes. This revealed 111 and 112 DEGs being upregulated in LH gonadotropes, alongside 146 and 61 DEGs being upregulated in FSH gonadotropes in WT and *gnrh3*^−/−^, respectively. 

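No count of changed genes is given here, since a count would need libraries as replicates. The genes were ranked instead by the log2 ratio of the *gnrh3*-/- level over the WT level among those with at least 100 UMIs over both libraries and at least 4 in each, which were 5131 genes in LH gonadotropes and 5596 in FSH gonadotropes. The median log2 ratio was 0.07 and 0.02, and the middle 90% of genes lay between −0.44 and 0.63 and between −0.47 and 0.56. In LH gonadotropes the 5 highest genes were *smtlb* (5.89), *mdka* (3.79), *gh1*, *cuzd1.2* (3.67) and *ero1a* (3.42), and the 5 lowest were *mcm4* (−1.85), *serpinf1* (−1.82), *rcan1a* (−1.70), *lrrc75bb* (−1.51) and *si:ch73-314g15.3* (−1.46). In FSH gonadotropes the 5 highest were *smtlb* (6.29), *prl*, *nppal* (4.61), *ube2c.1* (4.11) and *pomca*, and the 5 lowest were *add3b* (−1.98), *pvalb9* (−1.89), *kif11* (−1.71), *CABZ01080568.1* (−1.43) and *npas4a* (−1.43). In the GRCz12tu assembly *ero1a* and *add3b* lie on the chromosome that carries *gnrh3*. Some of these ratios rest on few cells. A single cell held 31.6% of the *smtlb* UMIs of *gnrh3*-/- LH gonadotropes, and single *gnrh3*-/- FSH gonadotropes held 35.7% of the *ube2c.1* and 47.7% of the *kif11* UMIs. With a minimum of 20 UMIs, none of the 5 lowest genes of either type was among the 5 lowest.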

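Levels of 4 hormone genes of other cell types were higher in *gnrh3*-/- than in WT gonadotropes. In LH gonadotropes, *gh1* went from 17.4 to 232 (log2 ratio 3.73), *prl* from 2.13 to 7.29 (1.78), *pomca* from 2.88 to 11.5 (2.00) and *tshba* from 2.34 to 4.32 (0.88). In FSH gonadotropes, *gh1* went from 44.9 to 290 (2.69), *prl* from 0.369 to 19.8 (5.75), *pomca* from 0.863 to 12.5 (3.85) and *tshba* from 5.61 to 13.9 (1.31). Leaving out the 1 cell with the most UMIs of the gene in each library, an alternative added after the values were seen, moved these ratios most overall, to 6.32, 3.53, 3.29 and 2.66 in LH and 6.26, 5.69, 3.39 and 4.83 in FSH gonadotropes. After subtraction of free RNA, no *tshba* was left in *gnrh3*-/- LH gonadotropes and no *pomca* in *gnrh3*-/- FSH gonadotropes. Most WT levels rest on 1 cell. A single WT LH gonadotrope held 85.5% of all *gh1* UMIs of that type, and single cells held 80.5% for *prl*, 69.1% for *pomca* and 77.3% for *tshba*. In WT FSH gonadotropes a single cell held 92.4% for *gh1* and 93.0% for *tshba*, but 4.55% for *prl* and 9.71% for *pomca*. Without the cell with the most, the WT levels were 2.53, 0.418, 0.894 and 0.534 in LH and 3.44, 0.353, 0.782 and 0.396 in FSH gonadotropes, for *gh1*, *prl*, *pomca* and *tshba*. In the *gnrh3*-/- library no single cell held more than 34.5%. The 19 *gnrh3*-/- LH gonadotropes with more than 5% of their UMIs from *gh1* held 96.6% of its UMIs in that type. The median LH gonadotrope had 3 *gh1* UMIs in the WT library and 5 in the *gnrh3*-/- library. Empty droplets also held more UMIs of these genes in the *gnrh3*-/- library, with 3.44 against 1.52 per droplet for *gh1*, 1.21 against 0.449 for *prl*, 2.03 against 0.837 for *pomca* and 1.34 against 0.290 for *tshba*. With limits of 50 to 200 UMIs all 4 were also higher, but with 1 to 50 UMIs *gh1* was at 0.379 against 0.358 and *tshba* at 0.0759 against 0.0484, while *prl* was lower, at 0.0611 against 0.0648, and so was *pomca*, at 0.119 against 0.131. The median barcode with 1 to 50 UMIs held only 1 UMI in both libraries. The 10% of cells with the most UMIs of each gene were then left out, and the log2 ratio of UMIs per cell in gonadotropes was 0.74 to 0.75 for *gh1*, 1.80 to 1.85 for *prl*, 1.00 to 1.24 for *pomca* and 1.76 to 1.84 for *tshba*. In the types that are not a source of the gene, the same ratios ranged over 0.59 to 1.97, 1.13 to 2.27, 0.71 to 1.78 and 1.46 to 2.73. All 8 of these values in gonadotropes were within the range of those types. Types with fewer than 50 cells in the WT library set the ends of these ranges. Over types with at least 50 cells in both libraries, the ranges were 0.954 to 1.12, 1.33 to 1.79, 1.08 to 1.59 and 1.77 to 2.45. Only *pomca* (1.24) and *tshba* (1.84) in FSH gonadotropes were within these. The values of *prl* were above them, and the others below.

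**Figure D1:**
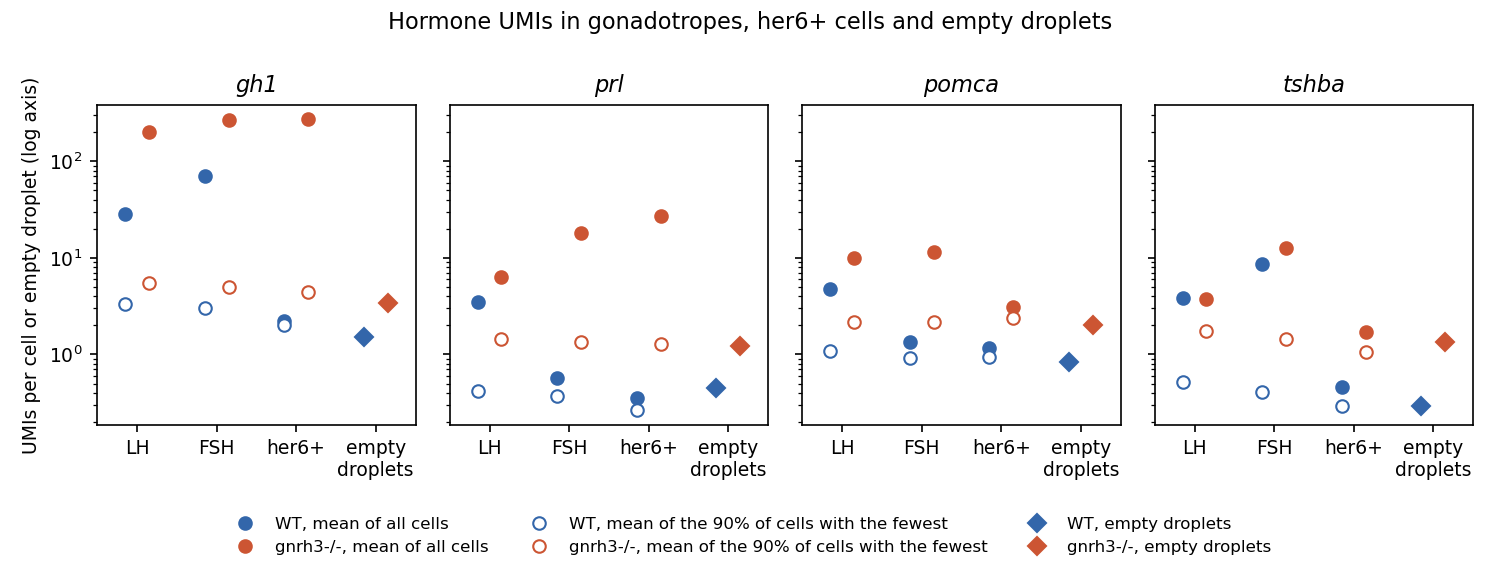
Mean UMIs of *gh1*, *prl*, *pomca* and *tshba* per cell of LH gonadotropes, FSH gonadotropes and *her6*+ cells, and per empty droplet, on a log axis, for the WT (blue) and the *gnrh3*-/- (red) library; filled circles are means of all cells, open circles means of the 90% of cells with the fewest UMIs, and diamonds empty droplets. For *gh1* the mean of all LH gonadotropes is 28.6 in the WT and 202 in the *gnrh3*-/- library, and with the top cells left out it is 3.32 and 5.52.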

Notably, 9 DEGs were found to be upregulated in both *gnrh3*^−/−^ LH and FSH gonadotropes, encompassing genes that encoded pituitary hormones like *gh1*, *prl*, *pomca*, and *tshba*. One hundred and 101 DEGs are uniquely upregulated in WT and *gnrh3*^−/−^ LH gonadotropes, respectively, but not in FSH gonadotropes (Fig. 3B and 3C). 

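In LH gonadotropes *fshb* had 4573 UMIs in the WT library, a level of 12.0 (95% interval 11.7 to 12.4), and 2678 UMIs in the *gnrh3*-/- library, a level of 5.09 (4.90 to 5.28). The log2 ratio of *gnrh3*-/- over WT was −1.24, the 15th lowest among the ranked genes. In FSH gonadotropes the level went from 244 to 207 (log2 ratio −0.24). An *fshb* UMI was found in 73.3% of WT LH gonadotropes (67.1% to 78.9%) and in 44.3% of *gnrh3*-/- LH gonadotropes (40.3% to 48.3%). After thinning to 2000 UMIs per cell, the shares were 52.2% (45.5% to 58.8%) and 19.3% (16.2% to 22.7%). In cells that are not gonadotropes, an *fshb* UMI was found in 8.15% of WT cells and 19.4% of *gnrh3*-/- cells, and after thinning in 3.44% and 9.88%. The type with the highest thinned share among them in the *gnrh3*-/- library was somatolactotropes alpha, with 14.4% (11.1% to 18.2%). The median LH gonadotrope had 4 *fshb* UMIs in the WT library and 0 in the *gnrh3*-/- library. Among the alternatives, leaving out Scrublet doublets moved the log2 ratio of LH gonadotropes most, to −2.40.

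**Figure D2:**
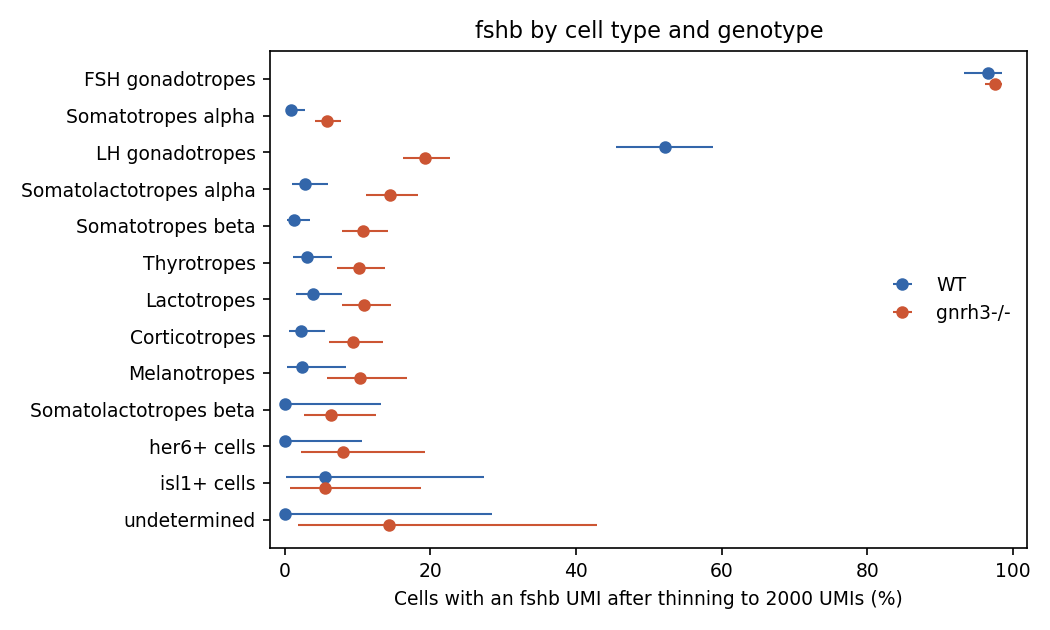
Share of cells with an *fshb* UMI (horizontal axis, percent) in 13 of the cell types after thinning to 2000 UMIs per cell, for the WT (blue) and the *gnrh3*-/- (red) library; points are shares and bars exact 95% intervals for counting error. LH gonadotropes are at 52.2% in the WT and 19.3% in the *gnrh3*-/- library, and FSH gonadotropes at 96.5% and 97.5%.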

Interestingly, *fshb* displayed significantly elevated expression in WT LH gonadotropes compared to its expression in *gnrh3*^−/−^.

To elucidate the molecular and cellular pathway shifts in *gnrh3*^−/−^, we deployed gene set enrichment analysis for Gene Ontology pathways (Biological Process and Molecular Function), based on summary statistics derived from the DEG identification. In LH gonadotropes, syntaxin−1 binding, transcription corepressor activity, and small GTPase-mediated signal transduction-related pathways were upregulated in WT, while the genes relevant to a response to the hypoxia pathway were more enriched in *gnrh3*^−/−^. 

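Gene Ontology sets were not used here, and the genes of the large ribosomal subunit were taken by symbol. In FSH gonadotropes, 48 genes with a symbol starting with *rpl* had a summed level of 2048 in the WT library and 2063 in the *gnrh3*-/- library. Their median log2 ratio was −0.0021, with 23 genes higher in the *gnrh3*-/- library. Among 10000 random lists of 48 genes matched on level, this median was at percentile 51.5, which describes these 2 libraries only. With genes of the small subunit, whose symbols start with *rps*, the median was 0.022 and its percentile 79.2, and with TMM scaling the median of the large subunit genes was −0.013.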

In the case of FSH gonadotropes, protein kinase binding, transcription corepressor activity, and GPCR binding pathways were upregulated in WT, whereas the ribosomal large subunit assembly was primarily upregulated in *gnrh3*^−/−^ (Fig. 3D).

### Effect of Gnrh3 Neurons Chemogenetic Ablation on Pituitary Fshb and lhb Positive Cell Types

In order to examine whether the absence of Gnrh3 leads to a decrease in *fshb* expression observed in the scRNA-seq, we implemented a conditional ablation of Gnrh3 neurons followed by in situ hybridization to quantify the number of *lhb +* and *fshb +* cells. Depletion of Gnrh3 neurons using exposure to Mtz for 14 nights resulted in a significant decrease of *fshb* + cells from 12% to 4% of the total cell number in the pituitary (*P* ≤ .05). Similarly, *lhb* positive cells showed a decreased prevalence from about 19% to 8% (*P* ≤ .0001) and *lhb+;fshb +* from about 4% to nearly 0% (*P* ≤ .05) (Fig. 4A). These images also demonstrated that the majority of the *lhb+;fshb +* are found in, but not limited to, the borderline between *lhb + and fshb +* gonadotropes (Fig. 4B).

**Figure 4.**
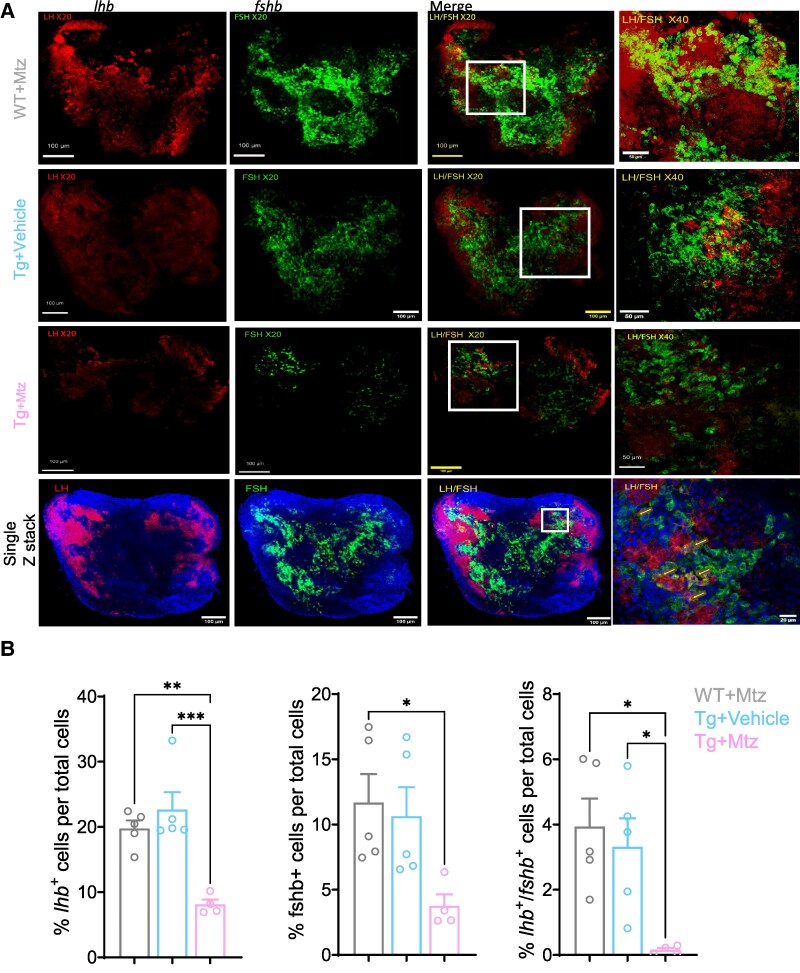
Depletion of GnRH3 neurons leads to reduced gonadotropes number in mature female pituitaries. WT females and *Tg(gnrh3:Gal4ff; UAS:nfsb-mCherry)* treated with either vehicle or Mtz for 14 days. Pituitaries were subjected to double labeling in situ hybridization followed by cell counting. (A) Pituitary of representative WT with Mtz (upper panel), Tg with vehicle (second panel from top), and Tg with Mtz (third panel from top) treated females. Fourth panel depicts a single 20 µm Z-stack image of WT pituitary stained with Hoechst 3342. From left to right: *lhb* mRNA (red), *fshb* mRNA (green), merged image to analyze colocalization of *lhb* and *fshb*, and a magnification of the rectangular area depicting region. (B) Percentage of *lhb*^+^, *fshb*^+^, and *lhb*^+^/*fshb*^+^ colocalized cells in the proximal pars distalis (PPD) counted in the photographed pituitaries (WT-Mtz and Tg-Cont, n = 5, Tg-Mtz, n = 4). Results are presented as mean ± SEM. Statistical significances were tested by one-way ANOVA followed by Tukey multiple comparison test. *P < .05, **P < .01, ***P < .001, ****P < .0001. Abbreviations: Mtz, metronidazole; Cont, control; WT, wild-type; Tg, transgenic.

## Discussion

scRNAseq and single nucleus RNAseq techniques were employed to transcriptionally define cell types and gene transcripts enriched in specific populations in pituitary cells from teleost to mammals (12, 13, 18, 30, 32-34). To reveal the roles of Gnrh3 in the pituitary of female zebrafish, we performed scRNAseq on pituitaries of sexually mature WT and *gnrh3^−/−^* females to identify cell-specific transcriptional changes and deduce potential signaling pathways involved in LH and FSH synthesis/secretion. We identified 14 cell types in the pituitaries of both lines, of which 10 cell types represented the 6 classical hormone-producing endocrine cell populations and 2 potential progenitor cells; the rest were endothelial and immune cells (Fig. 1C). The presence of all tetrapod hormone-releasing endocrine cell types (12, 13, 18, 30, 32-34) was confirmed in female zebrafish pituitary and was identical to that described for male zebrafish and medaka pituitary cell populations (12, 13). Our data corroborate the notion of teleost separate FSH and LH gonadotropes; however, unlike the distinct LH and FSH gonadotropes in teleosts, both gonadotrope types expressed a reduced level of the counterpart gonadotropin. Overall, our transcriptome analysis suggests that the loss of function of the *Gnrh3* gene does not affect the gross pituitary endocrine cell type composition in zebrafish females, although subtle changes in *fshb* expression were noted.

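Cell types were counted as shares of all cells of a library. FSH gonadotropes were 10.5% of WT cells (95% interval 9.28% to 11.9%) and 16.6% of *gnrh3*-/- cells (15.5% to 17.6%), and LH gonadotropes 10.6% (9.32% to 11.9%) and 12.6% (11.7% to 13.6%). The other endocrine types were 11.8% and 14.9% for somatotropes alpha, 11.6% and 8.80% for somatotropes beta, 10.0% and 9.72% for somatolactotropes alpha, 9.34% and 8.55% for thyrotropes, 8.57% and 8.39% for lactotropes, 8.48% and 5.72% for corticotropes, 3.87% and 2.86% for melanotropes and 1.23% and 2.34% for somatolactotropes beta. The ratio of the *gnrh3*-/- share over the WT share was within 1.5-fold in 11 of the 13 types reported here. The exceptions were somatolactotropes beta (1.90) and FSH gonadotropes (1.57). With 1 pool of pituitaries per genotype, how far these shares vary between pools is not known. Without Scrublet doublets, the alternative that moved these shares most, FSH gonadotropes were 16.1% of *gnrh3*-/- cells.

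**Figure D3:**
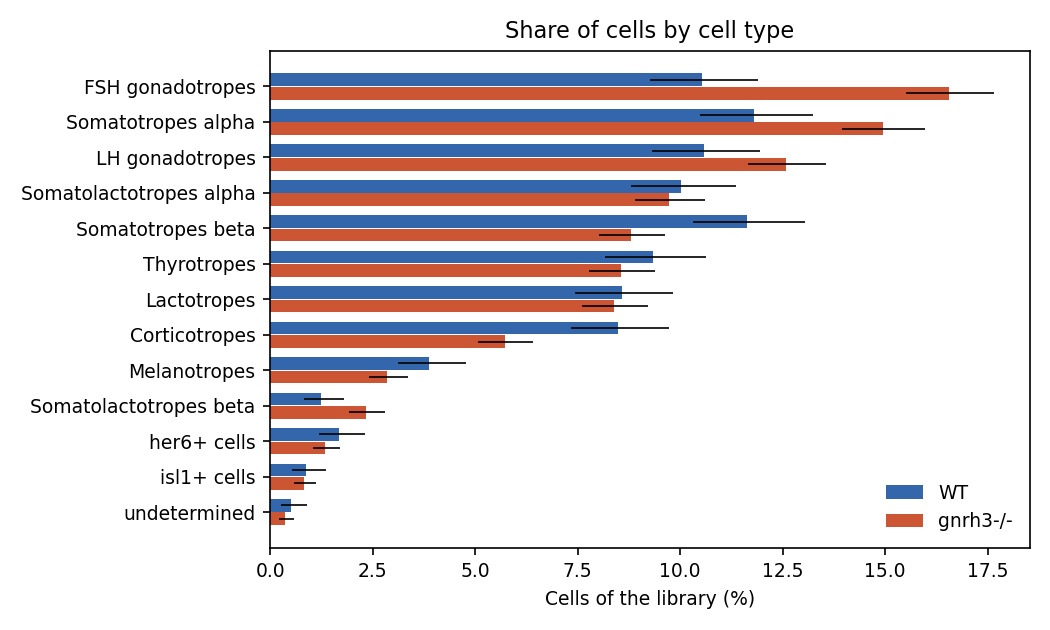
Share of the cells of each library (horizontal axis, percent) by cell type, for 13 of the types in the WT (blue) and the *gnrh3*-/- (red) library; lines are exact 95% intervals for counting error. FSH gonadotropes are at 10.5% and 16.6%, and LH gonadotropes at 10.6% and 12.6%.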

Previous studies have described the presence of cells expressing multiple endocrine hormones (termed “multihormonal cells’) in teleosts and mammals (35-40). In medaka pituitary, cells that coexpress *lhb* and *fshb*, *fshb* and *tshb*, and *sl* and *lhb* were identified (39, 40). In mammals, such multihormonal cells are typically associated with pituitary plasticity, particularly with a transitional state (35) and typically express PROP paired-like homeobox 1 (*PROP1*), SRY-related HMG box transcription factors, SOX2 and SOX9 (41-43). *Sox2* is recognized as a marker gene for pituitary progenitor cells in mice, humans (44), and medaka (45). A previous study in zebrafish has identified *sox2 +* cells in the anterior pituitary at 42 to 72 hours postfertilization (46), indicating a temporal expression pattern during development. However, it remains unclear whether *sox2* serves as a progenitor marker in the adult zebrafish pituitary. A prior single-cell RNA sequencing study of male zebrafish pituitary did not recognize *sox2* as a progenitor marker; instead, it focused on *her6* and *isl1* (12), and thus we utilized these genes as progenitor markers in our study. Nevertheless, our data reveal that *sox2* expression is enriched in the *prop1+*, corticotropes, melanocorticotropes, and *her6 +* cells, suggesting that potential progenitor cell types were not misclassified [Supplementary Fig. S1 (47)]. 

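The *sox2* level was highest in *her6*+ cells, at 2.84 in the WT library and 2.45 in the *gnrh3*-/- library. It was 1.28 and 1.34 in corticotropes and 1.50 and 0.624 in melanotropes. Somatolactotropes alpha were next, at 0.480 and 0.444, and the other types reported here were at or below 0.0895. A *sox2* UMI was found in 62.2% and 57.8% of *her6*+ cells, 45.2% and 39.4% of corticotropes and 61.2% and 24.1% of melanotropes, against 0.862% and 0.829% of LH gonadotropes, which should lack it and were deeper. After thinning to 2000 UMIs per cell, the shares were 33.3% and 38.0%, 17.5% and 19.4%, and 22.6% and 12.6% in the same order, and at most 0.335% in LH gonadotropes.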

The cells expressing *sox2* in the pituitary of medaka, which were found in the border of the neurohypophysis and adenohypophysis with a few cells distributed in the adenohypophysis (45), may be corticotropes and melanocorticotropes, like in zebrafish.

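At least 1 UMI of a hormone gene of another type was found in 84.3% to 100% of the cells of the 10 endocrine types in the WT library and in 98.9% to 100% in the *gnrh3*-/- library. Among the types that are not endocrine, the shares were 94.7% to 100% and 100%. The median number of *gh1* UMIs per cell in the 12 types other than somatotropes was 1 to 3 in the WT library and 4 to 5 in the *gnrh3*-/- library. Cells in which a hormone gene of another type held more than 5% of the UMIs were 14 of 1888 endocrine cells in the WT library (0.742%) and 153 of 4336 in the *gnrh3*-/- library (3.53%).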

The scRNAseq data reveal that all endocrine cells express more than 1 gene encoding pituitary hormones, indicating that the phenomenon of multihormonal expression is conserved across species. The multihormone cells in the pituitary may originate from immature progenitor cells with multipotent properties. These cells could enter a transitional state where they simultaneously produce more than 1 hormone-encoding mRNA (43, 48), or they may be in a stage of transdifferentiation, transitioning from 1 specific hormone-producing cell type to another (49). Another possibility is that certain cells possess a dormant capacity to express multiple hormones, which can be activated by neuroendocrine or endocrine signals (40). The latter scenario better explains the disappearance of *fsh+/lh +* cells in the pituitary of Gnrh3 neuron-ablated females (Fig. 4) and the upregulation of genes expressing other hormones in the *gnrh3^−/−^* female pituitaries (Fig. 3A). Still, however, the function of the *fsh^+^/lh^+^* cells in the pituitary remains elusive due to the lack of *cga* and receptor genes or any other known cell marker gene transcripts. 

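All LH gonadotropes of both libraries had a *cga* UMI. In LH gonadotropes with an *fshb* UMI the *cga* level was 856 in the WT library (170 cells) and 653 in the *gnrh3*-/- library (267 cells), and in those without it 739 (62 cells) and 626 (336 cells). In FSH gonadotropes with an *lhb* UMI the *cga* level was 661 (194 cells) and 557 (635 cells), and in those without it 658 (37 cells) and 449 (159 cells). The *gnrhr2* level of LH gonadotropes with an *fshb* UMI was 2.60 and 2.14, and of those without it 2.45 and 2.33. Cells with a UMI of the other beta subunit were deeper, with a median of 17604.5 against 12052 UMIs in WT LH gonadotropes.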

Whether the genes encoding nonprimary hormone in the endocrine cells contribute to their functional roles and when those systems are active needs to be studied.

Although the hypothalamic Gnrh3 and its neurons are dispensable for regulating LH secretion from the pituitary (10, 11), we found that out of the 4 GnRH receptor type genes (*gnrhr1-4*) detected by PCR in the pituitary of zebrafish (50), only *gnrhr2* transcript was detected in the pituitary of mature female and was specifically expressed in LH gonadotropes (Fig. 2A). This is either unique to mature female pituitary, or the transcript levels of the other 3 is below the detection limit of this procedure. Gnrhr2 belongs to the nonmammalian type III GnRH receptor and exhibits equal potency with both native ligands, Gnrh2 and Gnrh3 (30, 51). Nevertheless, the high transcript level of Gnrhr2 in LH gonadotropes combined with the massive projections of Gnrh3 neurons into the proximal pars distalis (PPD) suggests a functional role for Gnrh3 in these cells. In fact, a recent study has shown that LH gonadotropes exhibit a strong and slow calcium rise in response to Gnrh3 analog using brain-pituitary ex vivo preparation in zebrafish (52), clearly demonstrating that Gnrh3 activates LH gonadotropes. Yet, the effect of Gnrh3 on LH secretion in zebrafish is still controversial due to negligible changes in LH levels in the in vitro setting, intraperitoneal injection, and intracerebroventricular injection of Gnrh3 solely or with a dopamine antagonist (53, 54). Notably, when tested in vitro, Gnrh3 stimulation of zebrafish Gnrhr2 did not induce cAMP signaling (50). Since cAMP activation is required for LH secretion and the preovulatory LH surge in rodents (53), it may well also be the case in fish, thus supporting the idea that Gnrh3 is not a main inducer of LH synthesis and secretion in zebrafish (11). 

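In LH gonadotropes *adcyap1b* had 2211 UMIs in the WT library and 1630 in the *gnrh3*-/- library, and the log2 ratio of the *gnrh3*-/- level over the WT level was −0.91 (interval for counting error −1.0 to −0.81). It was the 36th lowest of the ranked genes of LH gonadotropes. In FSH gonadotropes the ratio was −1.27 (−1.53 to −1.02), from 284 and 238 UMIs, the 12th lowest.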

We have, however, observed that adenylate cyclase-activating polypeptide 1b (*adcyap1b*) expression is significantly higher in WT LH gonadotropes compared to *gnrh3*^−/−^, indicating the higher levels of cAMP in LH gonadotropes of WT pituitary are somehow connected to Gnrh3 or to other hormones or growth factors that are expressed on LH cells.

As mentioned earlier, our scRNAseq did not detect *gnrhr* transcript in FSH gonadotropes (Fig. 2A). This finding is similar to what is found in the medaka (13) but different from the case of tilapia, where different GnRH receptor isoforms were found in LH and FSH gonadotropes (55). Instead, the transcripts of 2 other neuropeptide receptors were enriched in FSH gonadotropes: Cckrb and Gal1rb (Fig. 2A). 

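A UMI of *CCKBR* was found in 47.6% of WT and 33.9% of *gnrh3*-/- FSH gonadotropes, and a UMI of *galr1b* in 39.0% and 17.0%. In cells that are not gonadotropes the shares were 0.116% and 0.265% for *CCKBR* and 0.0578% and 0.118% for *galr1b*. After thinning to 2000 UMIs per cell, the shares in FSH gonadotropes were 7.83% and 10.1% for *CCKBR* and 6.52% and 4.27% for *galr1b*. The unthinned shares in LH gonadotropes were 1.29% and 0.498% for *CCKBR* and 8.19% and 2.32% for *galr1b*.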

Cck has recently been shown to activate FSH gonadotropes and induce FSH secretion in zebrafish and medaka (52, 56). Gal1rb is predicted to be activated by galanin (57), unlike Gal2r, which is activated by Spexin (58).

If indeed both LH and FSH gonadotropes express low levels of the counterpart gonadotropin, it could lead to a scenario where the activation of FSH gonadotropes results in the release of both LH and FSH. Similarly, activating LH gonadotropes could stimulate FSH release. 

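The WT library had 232 LH gonadotropes and 231 FSH gonadotropes, a ratio of FSH over LH gonadotropes of 0.996. The *gnrh3*-/- library had 603 and 794, a ratio of 1.32, and over both libraries the ratio was 1.23. These are cells recovered after dissociation, and the paper's in situ hybridization had a larger share of *lhb*+ than of *fshb*+ cells before ablation. Summed over all FSH gonadotropes, *fshb* had 87264 UMIs in the WT library and 149782 in the *gnrh3*-/- library.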

Although this has yet to be proven, the proposed stimulatory effect of Gnrh3 on *fshb* in LH gonadotropes, combined with the larger number of LH gonadotropes compared to FSH gonadotropes, suggests that sufficient levels of FSH may be released to promote ovarian development in female zebrafish. Given that previous studies have shown that LH and FSH gonadotropes exclusively express either *lhb* or *fshb*, respectively (59, 60), these findings should be interpreted with caution. There remains the possibility that the dispersion process induced transcriptional changes that do not occur when the cells are attached (36, 59).

It is well known that in mammals gonadotropin secretion, as well as its transcription, are dependent on GnRH pulse frequency (61). Similar to mammals, the expression levels of *lhb* in the pituitary of intact and ovariectomized *gnrh1*^−/−^ female medaka were significantly lower than that of WT (6), implicating the importance of Gnrh1 in the transcriptional regulation of gonadotropin subunits. In contrast, our previous work has shown that the expression level of *lhb* or *fshb* is unchanged in the absence of Gnrh3 in LH or FSH gonadotropes of zebrafish (9, 10). Together, the role of the hypophysiotropic Gnrh3 in zebrafish is likely different from other species in the context of regulation of gonadotropin synthesis and secretion. Nevertheless, since Gnrh3 is secreted in a pulsatile manner (62), our RNA-seq data representing a single timepoint cannot completely rule out the possibility of Gnrh3 playing a role in the regulation of the gonadotropins.

Other than the effect of Gnrh3, other factors notably affect LH and FSH gonadotropes, some specific and some common to both cell type in the mature female pituitary. 

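In FSH gonadotropes *pgr* had 23 UMIs in the WT library and 47 in the *gnrh3*-/- library, levels of 0.0642 and 0.0649, the next highest level after LH gonadotropes in both libraries. No other type was above 0.0155.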

Gonadal steroids act on both gonadotropes thorough the receptors *esr1* and *pgr* and the transcription factor nra1b/sf-1. Dopamine is a prominent regulator of reproduction in cyprinids including carp, goldfish, and zebrafish (54, 63, 64) and likely acts on the gonadotropes through 2 isoforms of dopamine receptors: drd2 in LH gonadotropes and drd4 in FSH gonadotropes. Both drd2 and drd4 belong to the family of inhibitory D2-like dopamine receptors, which are involved in reducing cyclic AMP levels and modulating neuronal activity. It was shown that LH gonadotropes in zebrafish express 3 types of drd2 receptors (a-c), which may all be involved in the dopaminergic inhibitory action on LH secretion (54). The *drd4* gene is recognized for its link to behavioral traits in various animal taxa, including fish (65). Its presence on FSH cells suggests that the dopaminergic effect on FSH, unlike LH, is likely mediated through *drd4*. 

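In FSH gonadotropes *acvrl1* had 0 UMIs in the WT library and 5 in the *gnrh3*-/- library (level 0.00690). In LH gonadotropes *acvr2aa* had 75 and 91 UMIs, levels of 0.197 and 0.173, and LH gonadotropes were the 6th and the 9th highest of the 14 types.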

The gonad-derived peptide activin seems to act on both gonadotropes via 2 different receptors, *acvrl1* and *acvrl2aa*, reflecting its stimulatory and inhibitory effect on LH and FSH gonadotropes, respectively, as reported for goldfish and zebrafish (66).

The DEGs encoding for TFs were investigated in LH gonadotropes of sexually mature female zebrafish. Thirty-seven significantly highly expressed genes encoding for TFs in LH gonadotropes were identified. Among those, 7 genes, including *atf3*, *creb3l1*, and *jun*, belong to the bZIP family. bZIP and bHLH are known to be key regulators of *nr5a1*/*sf-1* gene expression in the pituitary gonadotropes (67). 

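The *atf3* level of LH gonadotropes was 10.5 in the WT library and 13.3 in the *gnrh3*-/- library, the 3rd and the 2nd highest of the 14 types. The *creb3l1* level was 1.01 and 0.957, the third highest of the 14 types in both libraries after thyrotropes and corticotropes. For *jun* it was 15.8 and 22.5, with the highest level in *isl1*+ cells (44.3 and 58.1).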

Nr5a1 regulates steroid metabolic enzymes and expression of the genes involved in various cellular processes (68). Pituitary-specific knockout of Nr5a1 in mice resulted in depleted *lhb* and *fshb* levels and infertility (69). 

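The log2 ratio of the *gnrh3*-/- level of *nr5a1b* over the WT level was −0.28 in LH gonadotropes (interval for counting error −0.39 to −0.17), from 1251 and 1425 UMIs. It was −0.77 in FSH gonadotropes (−0.95 to −0.59), from 465 and 553 UMIs.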

We have observed that the *nr5a1b* expression is unchanged between WT and *gnrh3*^−/−^ in LH gonadotropes. This supports the theory that Nr5a1b transcriptional regulation plays a key role in controlling *lhb* and *fshb* expression in zebrafish. Together with the known ESR-like family members found in LH gonadotropes, these results suggest that estrogen is a potential major regulator of LH gonadotropes.

Significantly high expression of ESR genes (*esr1*, *esrra,* and *esr2b*) in LH gonadotropes of female zebrafish support the notion that estrogen directly regulates LH secretion. It has been previously shown that E_2_ directly acts on the pituitary and induces Lhb protein synthesis in pubertal female zebrafish (70). 

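In LH gonadotropes, *esr1* had 849 UMIs in the WT library and 1291 in the *gnrh3*-/- library, and *esrra* had 155 and 185. Another estrogen receptor gene of the gene list, *esr2a*, had 13 and 50 UMIs, levels of 0.0342 and 0.0950.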

Congruently, whole pituitary incubation with E_2_ in vitro illustrates that E_2_ is a potent inducer of Lh secretion from mature female pituitary, which exhibits a much stronger elicitation than Gnrh3 (71). These findings disclose the presence of a direct pituitary-gonadal estrogen positive feedback mechanism in female zebrafish. Indeed, it has been demonstrated that estrogen receptors bind estrogen-responsive element (ERE) regions on the *lhb* promoter (70). Direct effects of estrogen on LH synthesis and secretion have also been reported in mammals (72-74).

The inherited lack of hypophysiotropic GnRh in zebrafish upregulated *gh1*, *tshb*, *pomca*, and *prl* and downregulated *fshb* compared to the WT. Gnrh1 induces changes in the chromatin at the promoter of the *Cga*, *Lhb*, and *Fshb* genes in mice through histone phosphorylation, acetylation, and citrullination that possibly facilitate nucleosome eviction and gene transcription (75-78). However, *cga* and *lhb* expression levels do not change in zebrafish LH gonadotropes of *gnrh3^−/−^*, suggesting that, unlike in other vertebrates, zebrafish Gnrh3 modulates *fshb* expression but not *cga* and *lhb* in Lh gonadotropes. 

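In LH gonadotropes the *cga* level was 833 in the WT library and 640 in the *gnrh3*-/- library, a log2 ratio of −0.38 (interval for counting error −0.39 to −0.37), and the *lhb* level was 900.45 and 627, a log2 ratio of −0.52 (−0.53 to −0.52). The *CGA* gene had a log2 ratio of −1.01. The 3 ratios were all below 0 under every alternative that was run. Those of *cga* and *lhb* were smaller than the minimum fold change that the paper set for a changed gene. In FSH gonadotropes the log2 ratios were −0.29 for *cga*, −0.50 for *lhb* and −0.54 for *CGA*. From the fall of *fshb* and its reading of *cga* and *lhb* as unchanged, the paper proposes that Gnrh3 modulates *fshb* in LH gonadotropes but leaves *cga* and *lhb* alone.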

The results also suggest that the promoter of the *gh1*, *tshb*, *pomca*, and *prl* genes are amenable to respond to Gnrh3 signaling. A series of other changes were observed in *gnrh3*^−/−^ LH gonadotropes, all indicating a role for Gnrh3 in suppressing a set of genes, thus contributing to the specialization of LH gonadotropes. On the other hand, except for the protein secretion-related pathway, potential pathways involved in LH secretion, including *esrra* and *esr1* mediated signaling, are unaffected. This suggests that the lack of Gnrh3 may increase the responsiveness of LH gonadotropes to estrogen at the nuclei level.

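In LH gonadotropes the log2 ratio of the *gnrh3*-/- level over the WT level was 0.14 for *esr1* (interval for counting error 0.01 to 0.26) and −0.21 for *esrra* (−0.53 to 0.10), and in FSH gonadotropes it was −0.20 for *esr1* (−0.34 to −0.05). With TMM scaling the ratio of *esr1* in LH gonadotropes was 0.061 (−0.066 to 0.19).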

In order to establish whether Gnrh3 and/or its neurons play a role in the organization of the pituitary, a chemogenetic conditional depletion of Gnrh3 neurons was performed followed by double-labeled in situ hybridization for *lhb* and *fshb* in the pituitaries (Fig. 4). Gnrh3 neuronal depletion resulted in reduced numbers of LH and FSH gonadotropes, as well as of *fshb*+*/lhb* + cells. These results are consistent with the downregulation of *fshb* seen in LH gonadotropes in *gnrh3*^−/−^ pituitaries; still, they do not explain the reduction in the number of both gonadotropes and *fshb*+*/lhb* + cells. The mechanism by which the pituitary is affected by Gnrh3 neurons is unknown and may lie in the fact that the entire neurons are removed by the ablation. The lack of changes observed in *gnrh3*^−/−^ pituitaries with the lack of Gnrh receptor in FSH gonadotropes supports the notion that the downregulation of *lhb* + and *fshb* + is caused by the absence of another factor in Gnrh3 neurons.

Altogether, our results demonstrate that hypophysiotropic Gnrh3 acts on LH gonadotropes via the GnRH receptor to regulate the expression of genes encoding pituitary hormones. Gnrh3 may therefore play a role in the specialization of endocrine cell types in the pituitary. However, the upregulation of other hormone genes in LH gonadotropes of *gnrh3^−/−^* fish should be interpreted with caution (Fig. 5). Collective data from our studies, alongside the fertility phenotype of *gnrh3/gnrh2^−/−^* zebrafish (9, 10), fertility outcomes following Gnrh3 neuron ablation (11), and the negligible changes in LH levels in various experimental settings, including in vitro studies, intraperitoneal injection, and in vivo intracerebroventricular injection of Gnrh3 alone or with a dopamine antagonist (53, 54), suggest that Gnrh3 does not significantly affect LH levels. Alternatively, LH secretion and synthesis are likely regulated by multiple factors, with E_2_ being an established regulator (70), in female zebrafish.

**Figure 5.**
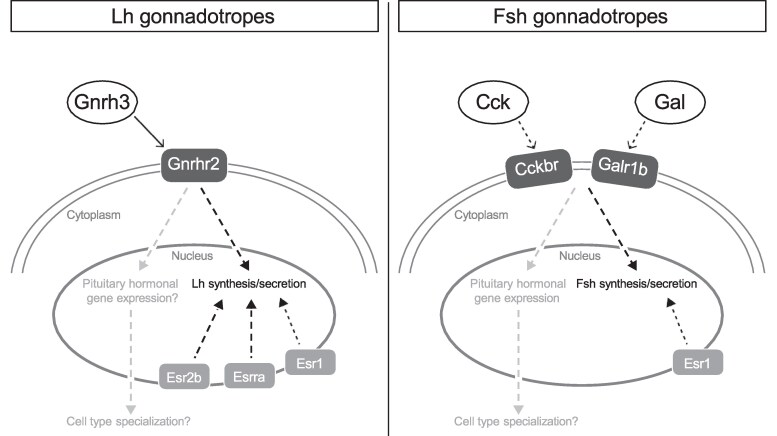
Proposed functional regulatory pathways of LH and FSH gonadotropes in adult female zebrafish. Gnrh3 directly acts on LH gonadotropes through Gnrhr2 to regulate gene expression of various non-*Lhb* hormone encoding genes, including *fshb*, by that contributing to LH-gonadotrope specialization. Alternatively, the upregulation of the nonprimary hormones in LH gonadotropes occurs during the preparation of the cells for single-cell RNA sequencing and is denoted by the question mark next to gene expression. The estrogenic pathway seems prominent in LH gonadotrope and manifested via 3 different estrogen nuclear receptors that facilitate LH synthesis and secretion. The expression of the receptors *galr1b* and *cckrb*, but not *Gnrhr*, in FSH gonadotropes infers a non-GnRH regulation of FSH synthesis and secretion. The estrogenic pathway is less prominent in FSH gonadotropes and is executed only via 1 nuclear receptor, Esr1.

## Data Availability

The scRNAseq data generated in this study have been deposited in the Gene Expression Omnibus under accession number GSE272806.

How the deposited data were processed for this re-analysis (not part of the article)

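Pituitaries of sexually mature WT and *gnrh3*-/- female zebrafish, 5 pooled per genotype, were dissociated and profiled as 1 droplet library per genotype. The authors aligned the reads to GRCz11 with the Ensembl 106 annotation limited to protein-coding genes and deposited UMI counts per gene and barcode, without normalization, for all barcodes of each library. They also deposited a matrix of the counts of both libraries for the cells that passed their filters, with the genotype, cluster and cell type of each cell. The methods name Cell Ranger 6.0.2 for the counting. In the cells, each entry of this matrix was checked against the matrices of all barcodes, and 0 entries differed. The cell types are the ones that the authors deposited, from an integration of the 2 libraries, and were not derived again. The values of 1 of the 14 types, with its marker gene, are not reported here.

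For each cell type and library the UMIs of a gene were summed and divided by all UMIs of those cells, and the level is this share per 10000 UMIs. The ratio of the *gnrh3*-/- level over the WT level was taken on the log2 scale, with an interval from the exact binomial interval of the 2 sums. Shares of cells with a UMI of a gene were given as counted and after each cell was thinned at random, with a fixed seed, to 2000 UMIs without replacement, with cells of fewer UMIs left out. Empty droplets are barcodes with 10 to 100 UMIs that are not among the deposited cells. Where a count was 0, the limit given is that of 3 counts. Genes were named by a rule set before the data were examined, as were all choices and alternatives not stated to be later. The rule names every gene that the paper names for its single-cell data, whose values in the paper's Table 1 had been seen, and in each gonadotrope type the 5 genes with the highest and the 5 with the lowest log2 ratio among those with at least 100 UMIs over both libraries and at least 4 in each. For gene lists, the median log2 ratio was placed among the medians of 10000 random lists of the same size matched on level.

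The median depth per cell and the total of each library are given beside the first results. LH gonadotropes held 3805265 UMIs in the WT library and 5263877 in the *gnrh3*-/- library, and FSH gonadotropes 3580132 and 7243091, so that 3 counts are a level of 0.00414 to 0.00838. With 1 library per genotype, the spread between animals and between libraries is not known, so that no test, no p-value and no count of changed genes was computed from cells, and the intervals cover counting error only.

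The alternatives were the mean of per-cell values in place of sums, scaling by the TMM method of edgeR, a total without the hormone genes, the subtraction of a share of the empty-droplet profile, leaving out the cells that Scrublet called as doublets at an expected rate of 0.05, a minimum of 1000 UMIs per cell, thinning to 1000 UMIs, a minimum of 3 UMIs of a gene, a minimum of 20 UMIs for the genes named by size, all barcodes in place of cells, other limits for empty droplets, other scales for the correlation of cell type averages, and genes of the small ribosomal subunit. Further alternatives for the log2 ratios were added after the values had been seen. They are leaving out cells in which a hormone gene of another type held over 5% of the UMIs, which was also done for the *lhb* and *fshb* levels, leaving out Scrublet doublets at the same score threshold in both libraries, and leaving out the cell with the most UMIs of the gene in each library.

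The ratios, the random lists and the subtraction of free RNA were tested on simulated data, with counts drawn from the summed levels of the real genes and 200 genes changed 4-fold up or down. Before scoring, the median ratio of the unchanged genes was subtracted, which was not done for the reported ratios. In simulated LH gonadotropes 5026 genes were ranked, of which 166 were changed ones, and the sign was recovered for 100% of these and the log2 ratio within 0.5 for 97.0%. In simulated FSH gonadotropes 5566 genes were ranked, of which 165 were changed ones, and the shares were 100% and 98.2%. The simulation had no differences between cells, so it does not cover smaller ratios or ratios that rest on single cells. A list of 50 unchanged genes was at percentile 92.5 of random lists in LH and 54.4 in FSH gonadotropes, so that percentiles of that size can arise without a change, and the same list raised by a log2 ratio of 0.3 was at percentile 100 in both. Free RNA added as 5% of the UMIs of a simulated empty profile, with the genes used for the estimate otherwise absent, was recovered as 4.93% and 4.97%.

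Neighbours of *gnrh3* were taken from a gene table of the GRCz12tu assembly, used only for the order of genes, in which 91.5% of 8243 genes were matched by symbol. Gene Ontology sets, the database of transcription factors and the paper's supplementary tables were not used here, so the enrichment of pathways and the number of transcription factors were not computed. The in situ hybridization counts after ablation of Gnrh3 neurons are not part of the deposited counts and were not analysed here. The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (which includes Scrublet) and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16.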

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

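Apart from the test of free RNA for *fshb*, the tests reported here were chosen after the results were seen.

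The level of *fshb* went in opposite directions in different cell types, which is why it is listed here. In LH gonadotropes the log2 ratio of *gnrh3*-/- over WT was −1.24, while in the 8 types other than gonadotropes with enough UMIs it was between 1.24 and 3.74, and the difference between the types was not tested. Those types had few *fshb* UMIs in the WT library, as few as 11 in lactotropes. Free RNA or doublets may be their source, so the rise there need not be a change of expression. Free RNA argues against itself as the cause of the fall, because the level of *fshb* in empty droplets was higher in the *gnrh3*-/- library by 0.81 on the log2 scale. The fall does not rest on a few cells that may be doublets. Without the 10% of cells with the most *fshb* UMIs, UMIs per LH gonadotrope went from 10.4 to 0.615, a log2 ratio of −4.09. Depth is not the whole cause either, since the share of LH gonadotropes with an *fshb* UMI still differed by 32.9 percentage points after thinning to 2000 UMIs. A shift of the border between the 2 gonadotrope clusters was examined in gonadotropes of either type with more *lhb* than *fshb* UMIs. There the thinned shares were 54.9% of 268 WT cells and 30.6% of 702 *gnrh3*-/- cells, a difference of 24.2 percentage points. The *fshb* level of such gonadotropes went from 30.0 to 20.7, a smaller fall than from 12.0 to 5.09 in LH gonadotropes. The share thus argues against such a shift as the whole cause, but a part in the fall of the level is not excluded. Whether the fall was shared by other genes of FSH gonadotropes is not decided by the values. Genes were listed by the geometric mean of their levels in the 2 libraries, so the levels compared also entered the choice of the list. Of 44 genes at least 4-fold higher in FSH than in LH gonadotropes, 22 were lower in *gnrh3*-/- LH gonadotropes. Their median log2 ratio was 0.0054, at percentile 10.0 of random lists. The gene *galr1b*, which had a higher level in FSH gonadotropes, fell in LH gonadotropes by −1.42 (−2.46 to −0.43). Of 39 genes at least 4-fold higher in LH gonadotropes by the same means, 19 were lower in *gnrh3*-/- FSH gonadotropes (median 0.026, percentile 56.0). The genotype and any other difference between the libraries cannot be told apart, because there was 1 library per genotype. A lower *fshb* level in *gnrh3*-/- LH gonadotropes therefore stays a hypothesis that other libraries could test.

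The log2 ratio of *esr1* was 0.14 in LH gonadotropes and −0.20 in FSH gonadotropes, opposite directions in the 2 gonadotrope types, and the difference between them was not tested. With TMM scaling the ratio in LH gonadotropes was 0.061, with an interval of −0.066 to 0.19 that includes 0, so the scaling of the libraries is a candidate explanation for the rise. The fall in FSH gonadotropes was −0.21 with that scaling (−0.36 to −0.063). An effect of the genotype on either type was not tested, for lack of other libraries.

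For *jun* the log2 ratio was 0.51 in LH gonadotropes and −0.71 in FSH gonadotropes, again opposite directions with the difference not tested. Immediate-early genes respond to the handling of cells, and a list of 14 of them, *jun* and *atf3* included, was written down before the test. Stress that acts alike on all cell types is argued against, because the summed level of the list was lower in the *gnrh3*-/- library in 8 of the 14 types and higher in the others. It went from 65.3 to 98.9 in LH gonadotropes and from 76.3 to 51.3 in FSH gonadotropes. Of the 13 genes other than *jun*, 10 were higher in LH and lower in FSH gonadotropes of the *gnrh3*-/- library, so *jun* may be part of an immediate-early response that differs between the 2 types. Whether such a response arose in the fish or during dissociation was not tested, and an effect of the genotype stays open.

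Empty droplets, which the paper does not analyse, held 3.44 *gh1* UMIs per droplet in the *gnrh3*-/- library, above the 1.52 of the WT library. The numbers per droplet depend on the limits. With empty droplets of 1 to 50 UMIs they were 0.379 and 0.358 for *gh1*, and *prl* and *pomca* were lower in the *gnrh3*-/- library, and with 50 to 200 UMIs they were 4.61 and 3.46 for *gh1*. The median barcode with 1 to 50 UMIs held 1 UMI in both libraries, against 25 in WT and 48 in *gnrh3*-/- with 10 to 100 UMIs. Numbers per droplet from 1 to 50 UMIs thus say little about droplets with free RNA. More UMIs of all genes alike would leave the level per 10000 UMIs unchanged, but the median over *gh1*, *prl*, *pomca* and *tshba* of the log2 ratio of that level was 0.51, and 0.30 and 1.16 with the other 2 limits. For *pomca* and *tshba*, more of their RNA in the cells is argued against as the cause, because the level of *pomca* over all cells went from 265 to 198 (log2 ratio −0.43) and that of *tshba* had a log2 ratio of −0.25. For *gh1* and *prl* the level over all cells rose, by 0.12 and 0.32, against 0.33 and 0.58 in empty droplets, so for these 2 genes a larger amount in the cells and a larger loss from them cannot be told apart, because 1 library per genotype gives no spread for these ratios. Loss of RNA from damaged cells in the preparation was not tested, and neither was a biological explanation.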

How the results depend on the processing

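The alternatives without cells in which a hormone gene of another type held over 5% of the UMIs, without Scrublet doublets at the same threshold in both libraries and without the cell with the most UMIs of the gene were chosen after the values were seen, and the others were not. Of 730 alternative values, 539 stayed within the counting interval of the reported value, 189 moved outside it and 2 are counted as changing sign. Among the moved values, that of *gnrhr2* in FSH gonadotropes also went to the other sign, as given below. For the values that answer a comparison the numbers were 72, 96 and 1 of 169, and for single genes and types 467, 93 and 1 of 561. All 48 alternative values for shares of cell types stayed within the interval, as did 112 of 128 receptor levels. Of 478 alternative log2 ratios, 345 stayed, 131 moved and 2 are counted as changing sign. Intervals of genes with many UMIs are narrow, so that small changes count as moved. Except where stated, the cause was not tested.

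With the mean of per-cell values, the *lhb* level was 882 in WT and 619 in *gnrh3*-/- LH gonadotropes and 67.7 and 49.3 in FSH gonadotropes, and the *fshb* level 9.91 and 3.17 in LH and 212 and 193 in FSH gonadotropes. Without Scrublet doublets, *gnrh3*-/- LH gonadotropes had levels of 655 for *lhb* and 2.29 for *fshb*, and *gnrh3*-/- FSH gonadotropes 216 for *fshb*. With free RNA subtracted, the *lhb* level of LH gonadotropes was 906 and 636, and the *fshb* level 4.70 in *gnrh3*-/- LH and 212 in *gnrh3*-/- FSH gonadotropes. Without cells with over 5% of another hormone, *lhb* was 904 and 653 in LH and 83.3 and 57.3 in FSH gonadotropes, and *fshb* was 4.36 in *gnrh3*-/- LH and 246 and 222 in FSH gonadotropes.

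Shares of cells depend on depth by construction. An *fshb* UMI was found in 52.2% of WT and 19.3% of *gnrh3*-/- LH gonadotropes after thinning to 2000 UMIs, in 40.9% and 12.8% after thinning to 1000, and at least 3 UMIs in 55.6% and 15.1%. For *lhb* in FSH gonadotropes these were 65.7% and 62.3%, 52.8% and 53.5%, and 67.5% and 59.2%. The share with *lhb* was thus lower in the *gnrh3*-/- library except after thinning to 1000 UMIs. Over all barcodes of the *gnrh3*-/- library *gnrhr1* had 2 UMIs.

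The lowest and the highest r of cell type averages were 0.961 and 0.995 over the 2000 most variable genes, 0.908 and 0.993 with the log of the mean, and 0.966 and 1.000 on the linear scale.

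The log2 ratios of *gh1*, *prl*, *pomca* and *tshba* in both gonadotrope types stayed above 0 wherever an alternative gave a ratio, and that of *fshb* stayed below 0 under all alternatives. The subtraction of free RNA gave no ratio for these genes in 3 cases, because it takes as much of the empty-droplet profile as the hormone genes allow and so leaves 1 of them at 0 in each type and library. This gene was *tshba* in *gnrh3*-/- LH and *pomca* in *gnrh3*-/- FSH gonadotropes, so the rise of these 2 is not kept under that alternative, *prl* in WT FSH and *smtlb* in WT LH gonadotropes. With the mean of per-cell values they were 2.88, 2.10, 1.61 and 1.19 in LH gonadotropes and 2.62, 5.1, 3.03 and 1.23 in FSH gonadotropes, in this order, and for *fshb* −1.64 and −0.13. Without Scrublet doublets, the LH values were 3.98 for *gh1*, 1.83 for *pomca* and −2.40 for *fshb*, and the FSH values 1.96, 5.08, 3.08 and 4.37 for the 4 genes and −0.18 for *fshb*. Scrublet set a threshold of 0.324 in the WT and 0.201 in the *gnrh3*-/- library, so that this alternative removes few WT cells. With 0.201 in both, the same LH gonadotropes were left out, so the LH values are the same, and 2 WT FSH gonadotropes were left out in place of 1, which gave FSH values of 5.71, 5.06, 3.07 and 4.36 for the 4 genes and −0.19 for *fshb*. Without the cell with the most UMIs of the gene, the LH values were 6.32, 3.53, 3.29 and 2.66 for the 4 genes and −1.44 for *fshb*, and the FSH values 6.26, 3.39 and 4.83 for *gh1*, *pomca* and *tshba*. With free RNA subtracted, LH gonadotropes had 4.01 for *gh1*, 2.46 for *pomca* and −1.35 for *fshb*, and FSH gonadotropes 2.66 for *gh1*, 0.13 for *tshba* and −0.20 for *fshb*. Without cells with over 5% of another hormone, the LH values were 1.74 for *gh1*, 1.05 for *prl* and −1.47 for *fshb*, and the FSH values 1.11, 3.19, 2.38 and 3.09 for the 4 genes and −0.15 for *fshb*. With TMM scaling, LH gonadotropes had 3.66 for *gh1* and −1.32 for *fshb*, and without hormone genes in the total, FSH gonadotropes had −0.22 for *fshb*. TMM scaling moved the median of all genes by −0.076 in LH and −0.011 in FSH gonadotropes. With at least 20 UMIs per gene, 0 of the 5 lowest genes of either type stayed among the 5 lowest, because genes with fewer UMIs then enter the ranking.

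The values counted as changing sign were *atf3* in FSH gonadotropes, 0.51 from sums and −0.15 from the mean of per-cell values, and the ribosomal list. The median of that list was 0.022 with the small subunit in place of −0.0021. Within its interval, which includes 0, *creb3l1* in LH gonadotropes also went from −0.072 to 0.063 with the mean of per-cell values, and is counted above as staying. For *gnrhr2* in FSH gonadotropes, whose interval also includes 0, the ratio went from −0.57 to 1.69 without the cell with the most UMIs, and is counted as moved. With TMM scaling the median of the large subunit genes was −0.013. The median share of the empty-droplet level of the hormone genes in WT FSH gonadotropes, 2.81%, was 4.29% with empty droplets of 50 to 200 UMIs.

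Depth limits what can be said of genes near 0. No direction is given for *gnrhr1*, *gnrhr4*, *drd4a* or *sox2* in gonadotropes.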

Differences from the paper's values

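The alternatives named here were set before the data were examined, and only the look at *plvapa* by cell type was chosen after the result was seen.

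For *fshb* in LH gonadotropes over both libraries, the level from sums was 8.00 UMIs per 10000, and the paper's value in Table 1 is 5.04. The mean of per-cell values gave 5.04 and the level without Scrublet doublets was 6.61, both within 1.5-fold of the paper's value, and with free RNA subtracted it was 7.77, which is not.

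For the correlation of cell type averages between WT and *gnrh3*-/-, the lowest r across genes was 0.945, for the undetermined type, and the paper's lowest value is 0.96. Over the 2000 most variable genes it was 0.961 and on the linear scale 0.966, which do not differ from the paper's value, and with the log of the mean it was 0.908, which does.

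The paper states that *cga* and *lhb* do not change in *gnrh3*-/- LH gonadotropes. The log2 ratios were −0.38 and −0.52, with counting intervals below 0, and that of *CGA* was −1.01. It states the same of *nr5a1b* in LH gonadotropes, whose log2 ratio was −0.28 (−0.39 to −0.17). Intervals cover counting error only, and the paper's comparison took cells as replicates. The paper also counted a gene as changed only from a set minimum fold change, which an interval below 0 does not require. The ratios of *cga*, *lhb* and *nr5a1b* were all smaller than that fold change, so by its criterion they do not contradict its statements. The ratio of *CGA*, which those statements do not name, was larger.

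The paper describes LH gonadotropes as more numerous than FSH gonadotropes. The cells were 232 and 231 in the WT library, 603 and 794 in the *gnrh3*-/- library.

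The paper finds no GnRH receptor transcript in FSH gonadotropes and none other than *gnrhr2* in the pituitary. FSH gonadotropes had 22 *gnrhr2* UMIs in the WT library, in only 3 cells, and 30 in the *gnrh3*-/- library, in 17 cells. These were 1.30% and 2.14% of cells, against 0.231% and 0.412% of cells that are not gonadotropes. All of these UMIs of FSH gonadotropes were in cells with an *lhb* UMI. In LH gonadotropes, as the paper states, the share was far higher, at 86.6% and 73.0%. Of the other genes, *gnrhr1* had 1 UMI in each library and *gnrhr4* had 2 and 1.

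The paper ranks *esr2b* below the other receptor genes it lists for LH gonadotropes. Of the 9 genes that its text names, 5 had a higher level than *esr2b* in each library and 4 had a lower one (*drd2a*, *esrra*, *pgr* and *acvrl1*).

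Of the 4 peptide genes that the paper describes as enriched in both gonadotrope types, *CGA* and *adcyap1b* had their 2 highest levels there in both libraries, and for *scg3* LH gonadotropes ranked 2nd and 4th and FSH gonadotropes 3rd among the 14 types. The level of *scg5* was highest in somatolactotropes alpha, with LH gonadotropes 6th and FSH gonadotropes 9th in each library.

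The paper describes a cluster of endothelial cells that express *plvapa* and *her6*. The cells that the deposited annotation names *her6*+ had 0 *plvapa* UMIs. Their *her6* level was 5.27 and 9.76, in keeping with that part of the description.

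The paper states that cells with both *lhb* and *fshb* lack *cga* and receptor genes. All LH gonadotropes with an *fshb* UMI had a *cga* UMI, and 89.4% of the WT and 73.8% of the *gnrh3*-/- ones had a *gnrhr2* UMI.

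The paper reports large ribosomal subunit assembly as higher in *gnrh3*-/- FSH gonadotropes. For the *rpl* genes, which are a different list from the pathway, 23 of 48 were higher, with a median log2 ratio of −0.0021.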

Other observations

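The tests of free RNA for the summed hormone levels and for the other beta subunit were planned, the former limited to *gh1* and the latter split by library after the results were seen, and the other tests reported here were chosen after the results were seen.

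The rise of *gh1*, *prl*, *pomca* and *tshba* in *gnrh3*-/- gonadotropes has more than 1 part. Free RNA alone would give all 4 genes about the same share of their level in empty droplets. In *gnrh3*-/- LH gonadotropes the shares were 33.4% for *gh1*, 2.98% for *prl*, 2.82% for *pomca* and 1.60% for *tshba*, and in *gnrh3*-/- FSH gonadotropes 41.8%, 8.10%, 3.05% and 5.16%. The ratio of the highest to the lowest in LH gonadotropes, 20.9, argues against free RNA as the cause of the summed level of *gh1*, but the other 3 shares differ less. For these 3 genes, at least 58.0% of the UMIs of *gnrh3*-/- LH or FSH gonadotropes were in the 10% of cells with the most, where a spread by chance would give at most 19.8%, which argues against free RNA as the whole source of their summed levels. Most *gh1* UMIs were in a few cells. In the 19 LH and 36 FSH gonadotropes of the *gnrh3*-/- library with over 5% of UMIs from *gh1*, the level of 13 other genes, picked from these libraries as typical of somatotropes, was 32.1 and 20.5, against 1.97 and 1.76 in the other gonadotropes. That rise was at least 99.7% of the rise that *gh1* implies, and the median cell held 16502 UMIs against 8125.5 in LH gonadotropes and 17212 against 8313.5 in FSH gonadotropes. Doublets with somatotropes are a candidate explanation for these cells. In the 5 LH and 6 FSH gonadotropes with over 5% of UMIs from *smtlb*, 18 genes of somatolactotropes beta rose by 240.2% and 189% of what *smtlb* implies, and in the 8 FSH gonadotropes with over 5% from *prl*, 65 genes of lactotropes rose by 106%. The median *smtlb* cell held 12962 UMIs against 8244.5 in LH gonadotropes and 15355 against 8500.5 in FSH gonadotropes. The median *prl* cell held 9035 against 8506.5, so depth did not mark the *prl* cells as doublets. Cells with over 5% of UMIs from a hormone gene of another type, *lhb* and *fshb* aside, were 0.862% of WT and 4.81% of *gnrh3*-/- LH gonadotropes, and 0.866% and 7.05% of FSH gonadotropes. In the 90% of cells with the fewest UMIs of each gene, all 8 rises in gonadotropes were within the range of cell types that are not a source of the gene, which is consistent with free RNA for those cells. A response of these genes to the loss of Gnrh3 in gonadotropes was not tested separately from these sources.

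The other beta subunit was above what free RNA gives in both gonadotrope types. The level of *fshb* in WT LH gonadotropes and of *lhb* in FSH gonadotropes of both libraries was at least 20.8 times that of cells that are not gonadotropes. For *fshb* in *gnrh3*-/- LH gonadotropes it was 4.44 times, and 2 measures were taken. By the thinned share, 19.3% (16.2% to 22.7%) overlapped in its interval with the 14.4% (11.1% to 18.2%) of somatolactotropes alpha. This overlap does not decide, because the median cells held 8250 and 2633 UMIs, and thinning takes a larger part of the free RNA from deeper cells. By UMIs per cell without the 10% of cells with the most, a measure taken after the first, LH gonadotropes had 0.615 (0.551 to 0.685), at least 3.81 times the value of each other type with 50 cells or more, of which the highest was 0.161 (0.0985 to 0.249) in melanotropes. For *gh1* the same ratio was at most 1.52 against types that are not its source, which argues against free RNA as the whole source of *fshb* there. The limit of 50 cells matters, because the undetermined type, with 3 UMIs in 16 cells, had 0.188 with an interval of 0.0387 to 0.548 that is too wide to compare. Doublets of LH and FSH gonadotropes would bring the other genes of the second type. In the 10% of cells with the most of the other beta subunit, the genes at least 10-fold higher in the type that it marks rose by at most 25.3% of what that gene implies for *fshb* in WT LH gonadotropes and *lhb* in FSH gonadotropes of both libraries (26.5% with genes at least 4-fold higher), which argues against doublets as the main source. For *fshb* in *gnrh3*-/- LH gonadotropes the rise was 71.7% (66.0% with 4-fold), and these cells held 87.5% of the *fshb* UMIs, so doublets are a candidate explanation for most of the summed level there. What the 0.615 UMIs per cell in the other cells come from was not tested further, and expression of *fshb* in these LH gonadotropes stays open.

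More genes were shifted near *gnrh3* than elsewhere, though most shifted genes lay elsewhere. Over 10 types, 8243 genes could be followed in at least 5 types. Of the 100 matched genes nearest to *gnrh3* in GRCz12tu, hormone genes aside, 24.0% had a median log2 ratio beyond 0.5 in either direction, while random genes of the same level gave a median of 6% (range of 95% of draws 2% to 11%). The share was 35.0% for the 20 nearest genes and 15.2% for all 276 genes of that chromosome, the highest of all chromosomes, and 5.93% for genes of other chromosomes. In all, 473 matched genes had such a median, and 42 of them are on that chromosome. Among the genes named by size, *ero1a* (median 3.33) and *add3b* (median 0.24, so not shifted in most types) lie there, and the gene with the largest fall, *si:ch73-288o11.5* (−2.72), does too. A haplotype that was carried along with the mutation may therefore contribute to differences between the libraries for genes in this region. Such a haplotype could act on expression or on the alignment of reads. Of the shifted genes 15 were lower and 9 were higher in the *gnrh3*-/- library, and these 2 ways cannot be told apart, because variants in either library can lose reads. The gene *fshb* is not on this chromosome.

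The genes most specific to the *her6*+ cells included *tac3b*, *cfd* and *cyp26b1*, and those of the undetermined type included *cxcl19*, *mrc1b*, *il1b* and *c1qc*.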
